# Potential Alzheimer’s early biomarkers in a transgenic rat model and benefits of diazoxide/dibenzoylmethane co-treatment on spatial memory and AD-pathology

**DOI:** 10.1038/s41598-024-54156-z

**Published:** 2024-02-14

**Authors:** Charles H. Wallace, Giovanni Oliveros, Lei Xie, Peter Serrano, Patricia Rockwell, Maria Figueiredo-Pereira

**Keywords:** Polypharmacology, Drug repurposing, Alzheimer’s, Potassium channel activator, eIF2α activator, EGR2, HIST1H2AA, Drug discovery, Neuroscience, Diseases

## Abstract

Alzheimer’s disease (AD) is the major form of dementia prevalent in older adults and with a high incidence in females. Identification of early biomarkers is essential for preventive intervention to delay its progression. Furthermore, due to its multifactorial nature, a multi-target approach could be therapeutically beneficial. Our studies included 4- (pre-pathology) and 11-month (mild-pathology) TgF344-AD rats, a transgenic Alzheimer’s model that exhibits age-dependent AD progression. We identified two potential early biomarker genes for AD, early growth response 2 (*EGR2*) and histone 1H2AA (*HIST1H2AA*), in the hippocampus of 4-month females. Out of 17,168 genes analyzed by RNA sequencing, expression of these two genes was significantly altered in 4-month TgF344-AD rats compared to wild-type littermates. We also evaluated co-treatment with diazoxide (DZ), a potassium channel activator, and dibenzoylmethane (DIB), which inhibits eIF2α-P activity, on TgF344-AD and wild-type rats. DZ/DIB-treatment mitigated spatial memory deficits and buildup of hippocampal Aβ plaques and tau PHF in 11-month TgF344-AD rats but had no effect on wild-type littermates. To our knowledge, this preclinical study is the first to report *EGR2* and *HIST1H2AA* as potential AD biomarkers in females, and the benefits of DZ/DIB-treatment in AD. Evaluations across multiple AD-related models is warranted to corroborate our findings.

## Introduction

Alzheimer’s Disease (AD) is the most common form of dementia^1^ and is a multifaceted neurodegenerative disease with aging being the major risk factor^2,3^. Mono-target therapeutics directed at amyloid plaques or tau tangles are common to treat AD, but have a high degree of failure^4^. The use of multi-target drugs, often referred to as polypharmacology, is on the rise^5,6^. In this context and through computational studies^7^, we predicted that diazoxide (DZ) and dibenzoylmethane (DIB) had potential to be repurposed for AD^7^. In fact, DZ or DIB used separately prevented the progression of neurogeneration in preclinical rodent models^8,9^.

DZ has been used for decades for its cardioprotective effects^10^. DZ is a benzothiadiazine derivative that is an agonist to mitochondrial ATP sensitive potassium channels. It increases intracellular K^+^ levels and reduces abnormally elevated Ca^2+^ concentrations commonly found in AD^11^. DZ alone prevented/mitigated cognitive deficits and histopathology in the 3xTgAD mouse model of AD^8^, caspase-dependent apoptosis via BCL-2 activation and BAX inhibition in rat hippocampus^12^, and apoptosis in PC12 cells^13^.

DIB is a β-ketone analog of curcumin found in licorice among other plants^14^. DIB reverses eIF2α-P-mediated translational attenuation occurring in the unfolded protein response, which plays a critical role in controlling protein synthesis rates in cells^9^. This pathway is overactive in brains of AD patients, thus mitigating its activity with DIB could be beneficial^9^. DIB and its derivatives display beneficial effects, such as chemo-preventive, anti-cancer, anti-mutagenic, anti-inflammatory, liver protection, cellular stress preventive, iron-chelating abilities and is even protective against UV rays^9,14–21^. DIB also prevented hippocampal neuronal loss and improved memory deficits in transgenic prion-disease and tauopathy-frontotemporal dementia mouse models^9^. Interestingly, DIB was explored in models of cancer with various combination drug approaches^19,20^.

We investigated the therapeutic potential of chronic treatment with a DZ/DIB combination on the transgenic TgF344-AD (TG-AD) rat model of AD^22^. TG-AD rats develop a wide array of AD pathologies, including cognitive deficits, Aβ plaques, neurofibrillary tangles (NFTs), neuroinflammation and neuronal loss, in an age-dependent progressive manner^22^.

Overall, our studies demonstrate that: (1) at 4 months of age (pre-pathology stage), the expression levels of the *EGR2* and histone *1H2AA* genes were altered in female TG-AD rats, suggesting that they could be early biomarkers for women with AD. (2) the DZ/DIB-treatment mitigates spatial memory deficits and hippocampal Aβ-plaque and neurofibrillary tau-tangle burden in Tg-treated compared to Tg-untreated rats. Thus, our results strongly support that the DZ/DIB-treatment is a potential strategy to mitigate AD pathology due to its multi-target approach.

## Material and methods

### TgF-344 AD rats

Fisher transgenic 344-AD (TG-AD) rats expressing human Swedish amyloid precursor protein (APPsw) and ∆ exon 9 presenilin-1 (PS1-∆E9) both driven by the prion promoter^22^, were purchased from the Rat Resource and Research Center (Columbia, MO). TG-AD (n = 55, Supplemental Table 1) and WT (n = 50, Supplemental Table 1) rats of both sexes were housed in pairs and maintained on a 12-h light/dark cycle with food and water available ad libitum. All animal procedures were performed in compliance with the relevant guidelines and regulations of the Institutional Animal Care and Use Committee (IACUC) at Hunter College. All experimental procedures were approved by the IACUC and were in agreement with the standards outlined in the ARRIVE guidelines.

### DZ/DIB-treatment

Orally administered DZ/DIB-treatment started when the rats were 52 days old **(**Fig. 1A). TG-AD and WT rats were fed a combination of DZ (10 mg/kg bw/day, Sigma Aldrich cat# D9035) and DIB (200 mg/kg bw/day, Sigma Aldrich Cat # D33454) in rodent chow (Research Diets Inc. NJ). Non-treated TG-AD and WT rats were fed normal chow. Treatment ended at 4- or 11-months of age when brains were collected for further analyses.

**Figure 1:**
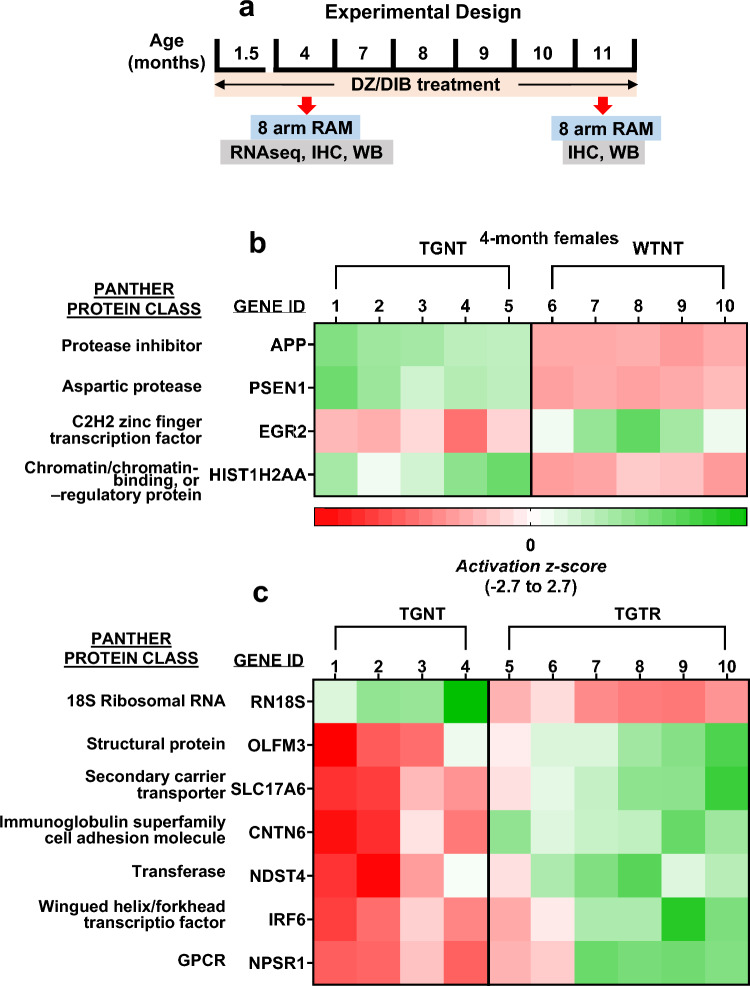
RNAseq heatmaps showing transcriptional changes in WT and TG-AD rats. (**A**) Experimental timeline. (**B**,**C**) Changes in gene expression at 4-months of age in WTNT vs TGNT (**B**) and TGNT vs TGTR (**C**) female rats. Expression levels are represented as changes in activation z-score (ranging from − 2.7 to 2.7). (**B**) Genes *APPsw, PS1-∆E9,* and *HIST1H2AA* are upregulated, while EGR2 is downregulated in 4-month TGNT vs WTNT females. Treatment with DZ/DIB shows downregulation in RN18S, while showing upregulation of OLFM3, SLC17A6, CNTN6, NDST4, IRF6, and NPSR1. Changes in expression are represented as changes in activation z-score (ranging from − 2.7 to 2.7). WTNT, wild-type not treated, TGNT, transgenic-AD not treated, TGTR, transgenic-AD DZ/DIB treated, 8 arm RAM, 8 arm radial arm maze; RNAseq, RNA sequencing; IHC, immunohistochemistry; WB, western blot. (**B**) WTNT: GSM7852852 (WT1), GSM7852853 (WT2), GSM7852854 (WT3), GSM7852855 (WT4), GSM7852856 (WT5). TGNT: GSM7852857 (Tg1), GSM7852858 (Tg2), GSM7852859 (Tg3), GSM7852860 (Tg4), GSM7852861 (Tg5). (**C**) TGNT: GSM7852862 (Tg-1), GSM7852863 (Tg-2), GSM7852864 (Tg-3), GSM7852865 (Tg-4). TGTR: GSM7852866 (Tg-C1), GSM7852867 (Tg-C2), GSM7852868 (Tg-C3), GSM7852869 (Tg-C4), GSM7852870 (Tg-C5), GSM7852871 (Tg-C6).

### RNAseq analysis

Right hippocampi were analyzed for gene expression by RNA sequencing (RNAseq) at the UCLA Technology Center for Genomics and Bioinformatics (Los Angeles, CA). Data were normalized as reads per million (RPM) using the TMM method. Differentially expressed genes from DZ/DIB-treated transgenic rats were determined using the edgeR program^23^. RPMs were analyzed for fold-change (FC), p-values, and false discovery rate (FDR) for each gene (Supplemental Table 2). A total of 20 samples originating from 4-month females were analyzed by RNAseq distributed as shown in Fig. 1B,C. Females were chosen because two out of three AD patients are females^24^.

### Radial arm maze (RAM, 8-arm)

Procedures were as previously described^25^. Briefly, rats received four training trials, two trials per day (Fig. 2A). To ensure the rats were using a spatial strategy, the maze was rotated 90 degrees each day. The sequence of arm entries for each rat to retrieve all the food rewards was recorded. Re-entry into a previously entered arm was scored as an error. We measured the number of errors for light working memory load, defined as the number of errors made collecting baits 1–4, and heavy working memory load, defined as the number of errors in collecting baits 5–8. Rats were food-restricted to 90% of their free-feed weight. Data from a rat was only included if they traveled to all eight arms within 10 min. The number of rats (*n*) for each condition are as follows: RAM at 4-month, 17 WTNT, 18 TGNT, 10 WTTR, and 17 TGTR; RAM at 11 months, 14 WTNT, 9 TGNT, 9 WTTR, and 11 TGTR rats (Supplemental Table 1). Rats were tested on the RAM task at 4 months, at which point, some were sacrificed for RNA sequencing analysis and histology. All remaining rats repeated RAM at 11 months, then sacrificed for biochemical analysis.

**Figure 2:**
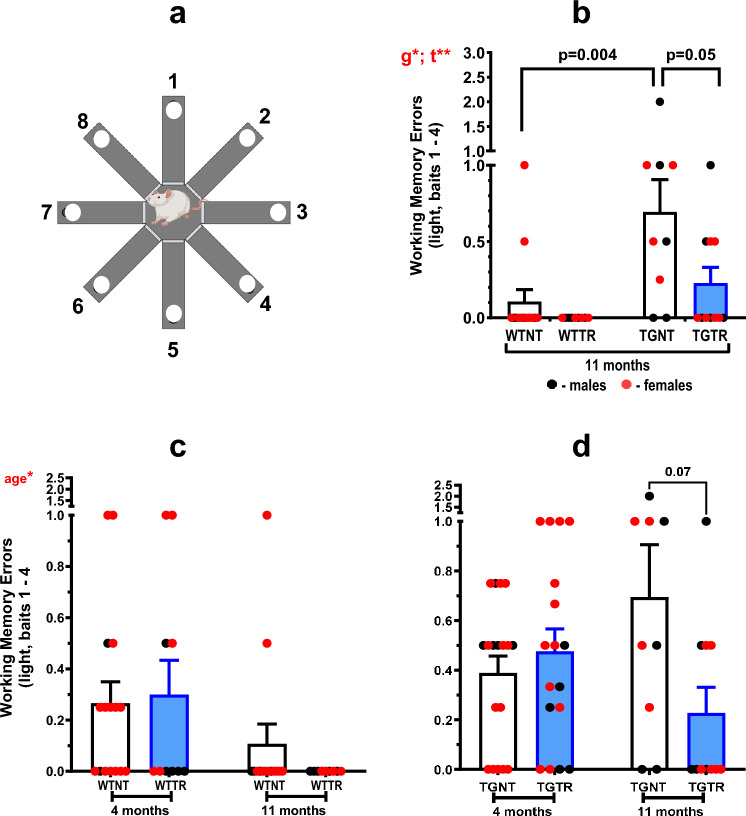
Effects of DZ/DIB-treatment on cognition. (**A**) The 8-arm radial arm maze. (**B**) 11-month old TGNT rats show increased working memory errors under a light working memory load (tasked with reaching the first four arms) when compared to WTNT. DZ/DIB-treatment shows significant reduction in working memory errors in TGTR. (**C**) Age comparisons among wild-type rats show that 11-month wild-type rats exhibit improved working memory compared to 4-month wild-type rats. (**D**) Age-comparison among TG-AD rats do not show any significant working memory differences between 4 and 11-month rats. Repeated measures two-way ANOVA with Sidak’s post-hoc tests were used. *a = age effect, *g = genotype effect, *t = drug treatment effect. * = *p* < 0.05, ** = *p* < 0.01. WTNT, wild-type not treated, TGNT, transgenic-AD not treated, WTTR, wild-type DZ/DIB treated, TGTR, transgenic-AD DZ/DIB treated.

### Immunohistochemistry

Hippocampal immunohistochemistry (IHC) was performed in 4- and 11-month old rats, as previously described^26,27^. Primary and secondary antibodies are listed in Supplemental Table 3.

Ramified, reactive, and amoeboid microglia were analyzed by circularity based on the ImageJ form factor as previously described^26,27^.

Sections were imaged with a Zeiss AxioImager M2 wide-field fluorescence microscope combined with a Zeiss AxioCam MRm Rev. 3 camera connected to a motorized stage. The AxioVision 4 software, module MosaicX was used to capture the images saved as ZVI files, loaded onto Image J (NIH, Bethesda, MD), and converted to .tif files for optical density analyses^28^.

### Western blot

Western blots of right hippocampal tissue were generated and quantified as previously described^27^. Different loading controls were used for APP (actin) and eIF2α (β-tubulin) detection due to their respective molecular masses. The same rat samples were used for both westerns and probing antibodies are listed in Supplemental Table 3.

### Statistical analysis

Sexes were combined into four groups: WT and transgenic not treated (WTNT and TGNT) and WT and transgenic DZ/DIB treated (WTTR and TGTR) (Supplemental Table 1, number of rats/group).

Four-way and five-way ANOVAs were used for analysis of NeuN and microglia respectively, and were controlled by Sidak’s multiple comparisons *t*-tests. Three-way ANOVAs were controlled by Tukey’s multiple comparisons *t*-tests, and two-way ANOVAs were used for all other analyses. were controlled by Sidak’s-corrected *t*-tests. All post-hoc analyses used two-tail independent tests. The rolling ball algorithm was used for normalizing pixel intensit^29^. Macroscripts for image processing and quantification were added to GitHub (https://github.com/GiovanniOliveros33/Ibudilast-Manuscript). The alpha level was set at *p* < 0.05 with a 95% confidence interval for each effect. Gene expression analyses involved multiple unpaired *t*-tests with Welch’s correction. For Fig. 1B,C, significant differences were established with a 1.5 fold-change, a *p* < 0.05 and FDR of < 0.05% determined by the two-stage step-up method^30^. Z-scores were generated for RNAseq heatmaps and were calculated with the following formula [(*Sample RPM value*) – (*Mean of all RPM values for respective gene*) / (*Standard Deviation of all RPM values for respective gene*)]. GraphPad Prism version 9.5.1 (La Jolla, California) was used for all statistical analyses in two and three-way ANOVAs, while IBM’s SPSS software was used for four and five-way ANOVA analyses.

## Results

### Changes in EGR2 and HIST1H2AA gene expression as potential early biomarkers for 4-month AD in females; DZ/DIB-treatment up-regulates genes down-regulated in AD and ageing

Approximately two thirds of all Alzheimer's patients are women. Moreover, there is a critical need to identify early biomarkers, for their ability to indicate early stages of AD when treatment can be most effective. Therefore, we compared the transcriptomes of 4-month untreated WT and TG-AD female rats, and the latter with TGTR female rats. 

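Hippocampal RNA was sequenced as stranded poly(A) mRNA libraries in a genotype comparison and a treatment comparison, with a single library per rat within each. The genotype comparison held 5 WTNT and 5 TGNT females, the latter transgenic-AD rats. The authors counted reads per gene symbol with RSEM, which divides reads that fit several genes among them, and deposited the estimated counts without normalization. They also deposited RPM values scaled by TMM factors. The estimated counts summed to between 5848458 and 9926088 per WTNT rat, with a median of 6300653, and to between 6610498 and 8117561 per TGNT rat, with a median of 7831894. The library totals did not differ between the groups (exact permutation test, two-sided, p = 0.706). At these depths a single read stood for 0.101 to 0.171 RPM in WTNT and 0.123 to 0.151 RPM in TGNT rats. The counts were rounded to whole numbers, normalized with TMM factors and fitted with edgeR, each comparison by itself. The quasi-likelihood test covered every gene of the table, and p-values were adjusted with the Benjamini-Hochberg method. A gene was counted as differentially expressed when its adjusted p was under 0.05 and its fold change was at least 1.5 in either direction. Fold changes and tests come from the counts, while means and SD per group are of the authors' RPM. Standard errors were worked back from the log2 fold change and its quasi-likelihood test. The paper's text does not name the aligner, the genome build or the annotation behind the counts.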

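The treatment comparison held 4 TGNT and 6 TGTR females, the latter fed diazoxide (DZ, 10 mg/kg per day) and dibenzoylmethane (DIB, 200 mg/kg per day) in chow from day 52, and its tables were made and normalized apart from those of the genotype comparison. Estimated counts summed to between 11151973 and 13481985 per TGNT rat, with a median of 11621745.5, and to between 9215039 and 14175594 per TGTR rat, with a median of 12544217.5. A single read stood for 0.0742 to 0.0897 RPM in these TGNT rats and for 0.0705 to 0.109 RPM in TGTR rats. The totals of treated and untreated rats were indistinguishable (exact permutation test, two-sided, p = 0.662). The TGNT libraries of the comparisons are different libraries, but whether any came from the same rat could not be told from these data. Across 11554 genes, the log2 RPM of TGNT rats correlated with r between 0.948 and 0.966 from one comparison to the other, against 0.986 to 0.995 within a comparison. Values were therefore never compared directly between the tables.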

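Both count tables listed the same 17168 gene symbols. In the genotype comparison 14634 of these had reads in at least 1 rat, and in the treatment comparison 14861 did. Between 13147 and 13495 genes were detected in single rats of the genotype comparison, and between 13667 and 13798 in those of the treatment comparison.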

The 4-month timepoint was chosen for RNAseq analysis of the expression of 17,168 genes, to reveal changes in pre- or early-AD pathology in females for potential biomarkers. There were four to six rats in each group.

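With the quasi-likelihood test, 2 genes passed the adjusted p and fold change thresholds between WTNT and TGNT females, both higher in TGNT and App among them. At an unadjusted p under 0.05 there were 554 genes, against 731.7 that chance would give among the genes with reads. This count depended on single rats, from 358 without TGNT replicate 3 to 986 without WTNT replicate 3, on either side of 731.7. Without adjustment, 164 genes passed the fold change threshold at a p under 0.05. Among the tests, the choice changed the count and the genes called. The exact test and the likelihood ratio test of edgeR each gave 4 genes, Egr2 and Hist1h2aa among them, whereas an unequal-variance test of RPM with the two-stage step-up method gave 0 genes, with 525 at an unadjusted p under 0.05. Ordered by p in the quasi-likelihood test, the 4 genes of the exact test took the first 4 places among all genes. In the 10 fits that each left out a single rat, the same 2 genes passed the thresholds.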

From the 17,168 genes, the expression of only four was significantly different between 4-month WTNT and TGNT female rats. 

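App, for which rat and human transcripts were counted under a single symbol, measured 2187 ± 122 RPM (SD, n = 5) in TGNT and 1101 ± 47.5 RPM (SD, n = 5) in WTNT females. Its log2 fold change was 1.00 (standard error 0.0555, adjusted p = 2.45e-07). The lowest TGNT rat lay above the highest WTNT rat (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 rats against 5 allow). Leaving out a single rat kept the log2 fold change between 0.97 and 1.01.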

Up-regulation of the APPsw (1.99 fold) and PS1-∆E9 (2.11 fold) genes in TGNT vs WTNT female rats was expected, because besides the endogenous genes, the TG-AD rats express human APPswe and PS1ΔE9 mutations driven by the prion promoter (Fig. 1B). Up-regulation of these two genes served as controls for all conditions as shown in Supplemental Table 2A.

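Between TGTR and TGNT females, which both carry the transgenes, App measured 2532 ± 163 RPM (SD, n = 6) and 2478 ± 179 RPM (SD, n = 4), a log2 fold change of 0.03 (standard error 0.0615, adjusted p = 1). The direction itself was open, since its log2 fold change was -0.01 without TGNT replicate 1.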

Interestingly, the two other genes were Early Growth Response 2 (*EGR2)* and Histone H2A type 1-A (*HIST1H2AA*) (Fig. 1B, Supplemental Table 2A). 

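Adjusted over the list alone, that is over the 4 genes of Supplemental Table 2A, the p-values were 0.000253 for Egr2 and 4.96e-05 for Hist1h2aa. Since the paper chose these genes on the same rats, the values are not independent evidence. Both genes lay at low levels, with 16 to 39 counts for Egr2 in TGNT rats and 37 to 84 in WTNT rats, and 9 to 21 counts for Hist1h2aa in TGNT rats against 2 to 6 in WTNT rats.

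**Figure D1:**
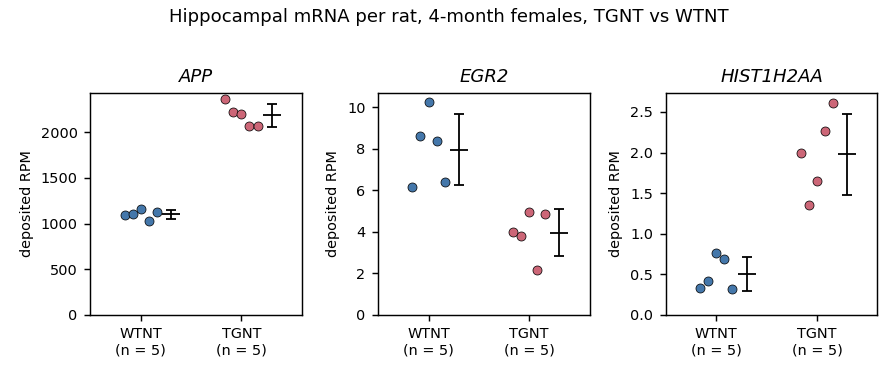
Deposited RPM (vertical axis) of APP, EGR2 and HIST1H2AA in hippocampi of 4-month WTNT and TGNT females. Each point is a rat, and the bar beside the points gives the mean ± SD of 5 rats; in none of the 3 genes do the groups overlap.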

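Egr2, an immediate early gene, measured 3.94 ± 1.13 RPM (SD, n = 5) in TGNT and 7.95 ± 1.71 RPM (SD, n = 5) in WTNT females. The log2 fold change was -1.01 (standard error 0.212), with an adjusted p of 1 over all genes from edgeR's quasi-likelihood test. All TGNT rats were below all WTNT rats, from 2.14 to 4.94 RPM against 6.13 to 10.3 RPM (exact permutation test, two-sided, p = 0.00794). With each rat left out in turn the log2 fold change ranged from -1.11 to -0.87 and the adjusted p from 0.389 to 1. The adjusted p was 0.0216 with edgeR's exact test and 0.0168 with its likelihood ratio test, and from 0.0168 to 1 over all alternatives set before the data were examined.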

*EGR2* exhibited a ~ 2.0 fold decrease in mRNA levels in TGNT vs WTNT females (*p* = 3.5E−06; FDR = 0.015). In contrast, *HIST1H2AA* gene expression was increased by ~ 3.9 fold in TGNT compared to WTNT females (*p* = 1.83E−07; FDR = 0.001). These data suggest that *EGR2* and *HIST1H2AA* maybe early biomarkers for AD in females.

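Hist1h2aa measured 1.98 ± 0.497 RPM (SD, n = 5) in TGNT and 0.50 ± 0.207 RPM (SD, n = 5) in WTNT females. Its log2 fold change was 1.96 (standard error 0.34), with an adjusted p of 0.213 from edgeR's quasi-likelihood test over all genes. The groups did not overlap, with 1.36 to 2.62 RPM in TGNT and 0.319 to 0.761 RPM in WTNT (exact permutation test, two-sided, p = 0.00794). The estimated count of this gene was a fraction in all 10 rats, so part of its reads was divided with other genes, and its level is uncertain. Leaving out single rats gave log2 fold changes from 1.82 to 2.16 and adjusted p-values from 0.164 to 1. The adjusted p was 0.000935 with edgeR's exact test and 0.000258 with its likelihood ratio test.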

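The difference between genotypes exceeded the spread between rats for each of these genes taken singly, but over the whole table neither passed the adjusted threshold of the quasi-likelihood test. Both genes passed with edgeR's exact and likelihood ratio tests, and neither passed with DESeq2, limma-trend or the unequal-variance test. From the lower EGR2 and the higher HIST1H2AA mRNA in TGNT than in WTNT females at an age before pathology, the paper proposes that both genes may serve as early biomarkers for AD in females.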

DZ/DIB-treatment increased the expression of six genes: OLFM3 (~ 1.6), CNTN6 (~ 1.8), NDST4 (~ 1.9), IRF6 (~ 2.8), SLC17A6 (~ 1.8), and NPSR1 (~ 4.2) in 4-month female TGTR compared to TGNT (Fig. 1C, Supplemental Table 2B). 

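Between TGTR and TGNT females 0 genes passed the thresholds with the quasi-likelihood test, and 843 genes had an unadjusted p under 0.05. Chance would give 743.1 among the genes with reads. Without adjustment 196 genes passed the fold change threshold, and among the tests set before the data were examined the count was highest with edgeR's likelihood ratio test, with 5 genes. All of the 6 genes were higher in TGTR rats. Slc17a6 measured 31.0 ± 5.49 RPM (SD, n = 6) in TGTR and 17.0 ± 3.81 RPM (SD, n = 4) in TGNT, a log2 fold change of 0.87 (standard error 0.156, adjusted p = 0.4). Cntn6 measured 10.8 ± 1.01 RPM (SD, n = 6) against 5.96 ± 1.8 RPM (SD, n = 4), also a log2 fold change of 0.87 (standard error 0.164, adjusted p = 0.4). The groups did not overlap in either gene (exact permutation tests, two-sided, p = 0.00952 and p = 0.00476). Slc17a6 and Cntn6 were both called by edgeR's exact and likelihood ratio tests and by DESeq2. The log2 fold changes of Olfm3, Ndst4 and Npsr1 were 0.68, 0.90 and 2.05, each with an adjusted p of 0.858, and in these genes the groups overlapped. The estimated count of Ndst4 was whole in 1 of 10 rats and that of Npsr1 in 5 of 10, so part of their reads was divided with other genes. Npsr1 lay near the detection limit, with 3 to 10 counts in TGNT and 11 to 30 counts in TGTR rats. The exact permutation p of these 3 genes ranged from 0.00952 to 0.0143 (two-sided). Adjusted over the list alone, the 7 genes of Supplemental Table 2B, Slc17a6, Cntn6, Olfm3, Ndst4 and Npsr1 had a p between 0.000341 and 0.00158, which is not independent evidence because the paper chose them on these rats.

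**Figure D2:**
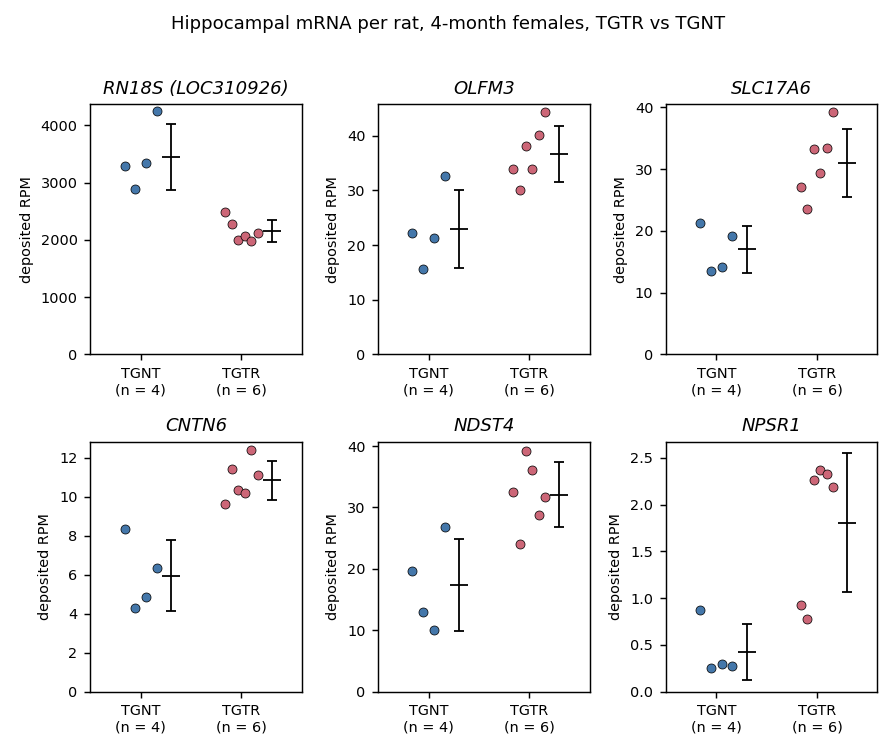
Deposited RPM (vertical axis) of RN18S as named in the paper (a hypothetical protein, LOC310926, in the tables), OLFM3, SLC17A6, CNTN6, NDST4 and NPSR1 in hippocampi of 4-month TGNT and TGTR females. Each point is a rat, and the bar beside the points gives the mean ± SD of 4 TGNT or 6 TGTR rats; RN18S is lower and the other 5 genes are higher in TGTR on average.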

The RN18S gene was down-regulated (~ 1.6) in TGTR female rats (Fig. 1C, Supplemental Table 2B). Some of these genes that will be discussed below are normally downregulated in AD and/or ageing.

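The gene that the paper calls RN18S is listed in the tables as LOC310926 and described there as a hypothetical protein, and the reference annotation used for names does not hold this symbol, so whether it is ribosomal RNA could not be checked. It measured 2152 ± 193 RPM (SD, n = 6) in TGTR and 3439 ± 577 RPM (SD, n = 4) in TGNT females, and its log2 fold change was -0.67 (standard error 0.095). It had the lowest p of all genes, 8.66e-06, and an adjusted p of 0.149 from edgeR's quasi-likelihood test. Every TGTR rat was below every TGNT rat (exact permutation test, two-sided, p = 0.00476, the smallest p that 6 rats against 4 allow). The adjusted p ranged from 0.0628 to 0.694 when single rats were left out. With edgeR's exact test and likelihood ratio test the adjusted p was 7.97e-06 and 8.19e-06, and DESeq2 also called this gene. In a single simulated draw of this design with 200 changed genes, these tests had a higher share of false calls than the quasi-likelihood test. With few changed genes the shares may differ. The estimated count of LOC310926 was a fraction in all 10 rats, so part of its reads was divided with other genes, and its level is uncertain.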

### DZ/DIB-treatment mitigates spatial working memory deficits in 11-months TG-AD rats

A 3-way ANOVA analysis (age x genotype x treatment) of RAM light working memory errors shows an overall effect of age by drug treatment [F_(1,96)_ = 5.640, *p* = 0.0195], and genotype [F_(1,96)_ = 14.46, *p* < 0.0001]. Tukey’s multiple comparisons tests show post-hoc differences between 11-month WTNT and TGNT rats (Supplemental Table 10). Figure 2B shows DZ/DIB-treatment significantly improved spatial working memory of 11-month TGNT (n = 9) vs TGTR (n = 11) under a light working memory load [F_(1,39)_ = 12.25, *p* = 0.001, Sidak’s post-hoc* t* = 2.769; *p* = 0.05]. As expected, 11-months TGNT rats performed significantly worse than WTNT (*n* = 14) rats [(F_(1,39)_ = 6.09, *p* = 0.02), Sidak’s post-hoc (*t* = 3.663; *p* = 0.004)].

A 3-way ANOVA analysis of heavy working memory load showed a significant effects of age [F_(1,97)_ = 19.28, *p* < 0.0001] and genotype [F_(1,97)_ = 6.917, *p* = 0.0099]. Tukey’s multiple comparisons tests show a post-hoc age difference in wild-type rats [*p* = 0.0105, Supplemental Table 10).

### WT rats perform worse in spatial working memory at 4-months than at 11-months and DZ/DB-treatment has no effect on 4-month rats

The light working memory assessment showed that 4-month WT rats perform significantly worse than when retested at 11-months, independently of treatment [Fig. 2C, F_(1–45)_ = 6.27, *p* = 0.02 for age, F_(1–45)_ = 0.16, *p* = 0.69 for drug treatment, no post-hoc differences]. In contrast, there were no significant differences between 4-month and 11-month transgenic rats [Fig. 2D, F_(1–51)_ = 0.07, *p* = 0.80 for age; F_(1–51)_ = 2.89, *p* = 0.10 for drug treatment]. Since 11-month old rats received RAM training also at 4-months, the age effect observed in WT rats could reflect improved recall of prior training, not observed in transgenic rats.

Two-way ANOVA analysis also showed a similar trend in heavy working memory load for 4-month versus 11-month [F_(1,54)_ = 16.45,—< 0.001 for WT; F_(1,43)_ = 4.96, *p* = 0.03 for transgenic]. No significant drug treatment differences were observed for WT [F_(1,54)_ = 0.008, *p* = 0.93], or transgenic rats [F_(1,43)_ = 0.02, *p* = 0.88] (data not shown).

### DZ/DIB-treatment reduces Aβ plaque burden in 11-month TG-AD rats

Using a two-way ANOVA analysis (hippocampal subregion x drug treatment) shows a significant effect of brain region plaque distribution [F_(5,101)_ = 5.773, *p* < 0.0001]. Sidak’s post-hoc analysis showed region-specific differences for transgenic untreated and DZ/DIB treated rats (Supplemental Table 4). Post-hoc analysis shows DZ/DIB reduced plaque burden in hilar subregion (*p* = 0.0350). DZ/DIB-treatment significantly reduced Aβ plaque burden (red) in the hilar subregion of the left hippocampal DG of 11-month TGTR (Fig. 3C,D) compared to TGNT rats (Fig. 3A,B). A two-tailed unpaired* t*-test with Welch’s corrections performed within each brain region showed reduction of plaques in the hilar subregion (Fig. 3E, Supplemental Table 4: *t* = 2.140, *df* = 17, *p* = 0.05).

**Figure 3:**
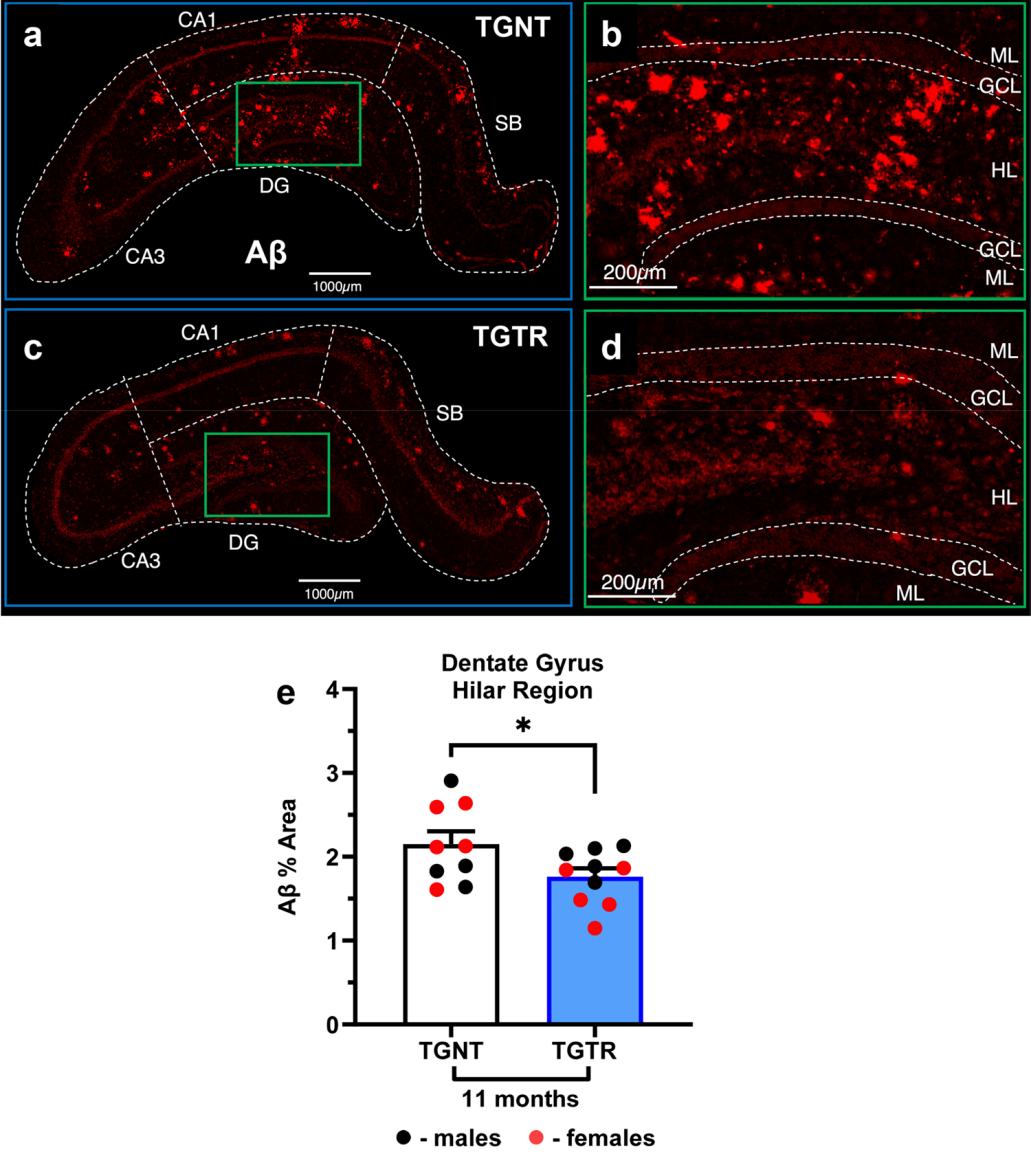
Effects of DZ/DIB-treatment on Aβ plaque burden. 11-month TG-AD rats stained by IHC for amyloid beta plaques across hippocampal regions for TGNT (**A**) and TGTR (**B**) rats. Scale bar = 1000 µm for panels (**A**,**C**), and 200 µm for (**B**,**D**). Dentate Gyrus (DG) magnifications for TGNT (**B**) and TGTR Rats (**D**). Within the dentate gyrus (**B**,**D**), analysis of the hilar region of DG showed DZ/DIB-treatment reduced amyloid beta levels compared to untreated rats (**E**). Unpaired two-tailed *t*-tests with Welch’s corrections were used for analyses performed in panels E. *p < 0.05. TGNT, transgenic-AD not treated; TGTR, transgenic-AD DZ/DIB treated. CA = cornu ammonis, DG = dentate gyrus, SB = subiculum.

DZ/DIB-treatment did not affect Aβ plaque burden throughout the whole left hippocampus and in subregions CA1, CA3, and the SB of 11-month TGTR compared to TGNT rats. All other data are reported in Supplemental Table 4. At 4-months of age TG or WT rats did not develop Aβ plaques independently of drug treatment (Supplemental Fig. 7).

### DZ/DIB-treatment reduces tau PHF1 levels in the hippocampal DG and CA3 of 11-month TG-AD rats

DZ/DIB-treatment reduced PHF1 levels in the DG and CA3 hippocampal subregions, as shown by comparing TGNT (Fig. 4A–C) with TGTR (Fig. 4D–F). Two-way ANOVA analysis showed an overall effect of brain region [F_(4,89)_ = 58.73, *p* < 0.0001] with post-hoc differences between TGNT vs TGTR rats (Supplemental Table 5). Region-specific post-hoc analysis shows that DZ/DIB treatment reduced the PHF1 levels in the CA3 (*t* = 2.30, *df* = 17.06, *p* = 0.034, Fig. 4G) and in the DG (*t* = 2.96, *df* = 16.7, *p* = 0.009, Fig. 4H) compared to untreated rats. However, no significant reductions in PHF1 levels were detected in CA1 and SB regions (Supplemental Table 5). We did not analyze tau PHF1 levels in 4-month TG-AD rats since prior reports showed no accumulation of PHF1 until later ages^22^. Staining patterns for PHF1 in wild-type rats, and in the 4-month cohort are shown in Supplemental Fig. 8.

**Figure 4:**
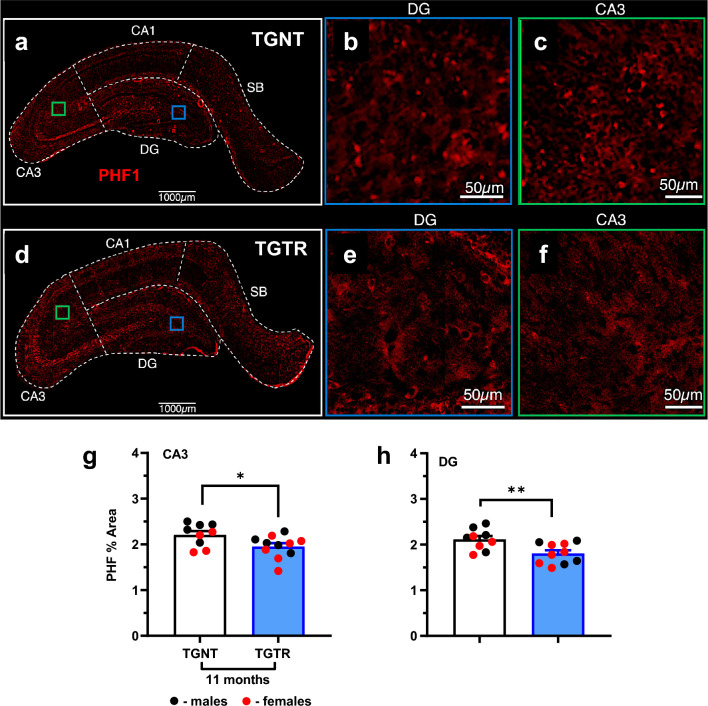
Effects of DZ/DIB-treatment on PHF1 burden. 11 month-old TG-AD rats stained by IHC for Tau paired helical filaments (PHF1), an early precursor of neurofibrillary tangles across hippocampal regions for TGNT (**A**–**C**) and TGTR (**D**–**F**). Scale bar = 1000 µm panels A and D, 50 µm for panels B, C, E, and F. 11 month TGTR rats exhibited significant reductions in PHF1 levels in the dentate gyrus (**E**) and CA3 (**F**). Unpaired two-tailed *t*-tests with Welch’s corrections were used for analyses performed in panels G and H. *p < 0.05, **p < 0.05. TGNT, transgenic-AD not treated; TGTR, transgenic-AD DZ/DIB treated. CA = cornu ammonis, DG = dentate gyrus, SB = subiculum.

### DZ/DIB-treatment did not alter neuronal loss and microgliosis exhibited by TG-AD rats

Effects of DZ/DIB on neuronal loss were assessed by a 4-way ANOVA, measuring effects of genotype, drug treatment, age, and hippocampal region. 4-way ANOVA showed overall effects of genotype (F_(1, 270)_ = 34.903, *p* < 0.001), treatment (F_(1, 270)_ = 10.713, *p *< 0.001), hippocampal region (F_(4, 270)_ = 20.829, *p* < 0.001), and genotype x age (F_(1, 270)_ 5.351, *p* = 0.022). Post-hoc results are reported in Supplemental Table 6.

Effects of DZ/DIB on microglia levels and morphology were assessed by a 5-way ANOVA, measuring effects of genotype, drug treatment, age, hippocampal region, and morphology. 5-way ANOVA analysis showed overall effects of genotype (F_(1, 1077)_ = 101.936, *p* < 0.001), age (F_(1, 1077)_ = 5.391, *p* = 0.020), region (F_(4, 1077)_ = 12.112, *p* < 0.001), morphology (F_(3, 1077)_ = 7279.614, *p* < 0.001), genotype x age x treatment x region x morphology (F_(15, 1077)_ = 1.870, *p* = 0.023), genotype x age (F_(1, 1077)_ = 67.852, *p* < 0.001), genotype x morphology (F_(3, 1077)_ = 20.836, *p* < 0.001), age x region x morphology (F_(15, 1077)_ = 2.171, *p* = 0.006), and region x morphology y (F_(12,270)_ = 9.689, *p* < 0.001). Overall genotype x treatment trends were also observed (F_(1, 1077)_ = 2.861, *p* = 0.091). Post-hoc results are reported in Supplemental Table 7.

### APP levels are lower in 4- than in 11-month TG-AD rats, and DZ/DB-treatment raises APP levels only in 4-month TG-AD rats

Full-length APP levels were assessed by western blotting with the mouse monoclonal antibody 22C11 (Millipore/Sigma), which detects both human and rat APP (Fig. 5A). A three-way ANOVA (age x genotype x treatment) of APP levels shows that TG-AD rats express higher levels of APP compared to age-matched WT rats [*F*_(1, 39)_ = 98.05; *p* < 0.0001] (not shown). Across age, non-treated 11-month TG-AD rats express higher APP levels than 4-month TG-AD rats [*F*_(1, 39)_ = 12.49; *p* = 0.0011]. In addition, DZ/DIB treatment increases APP levels compared to untreated rats, irrespective of genotype [F_(1,39)_ = 8.63, *p* = 0.006]. Significant age and genotype differences were observed (Supplemental Table 8).

**Figure 5:**
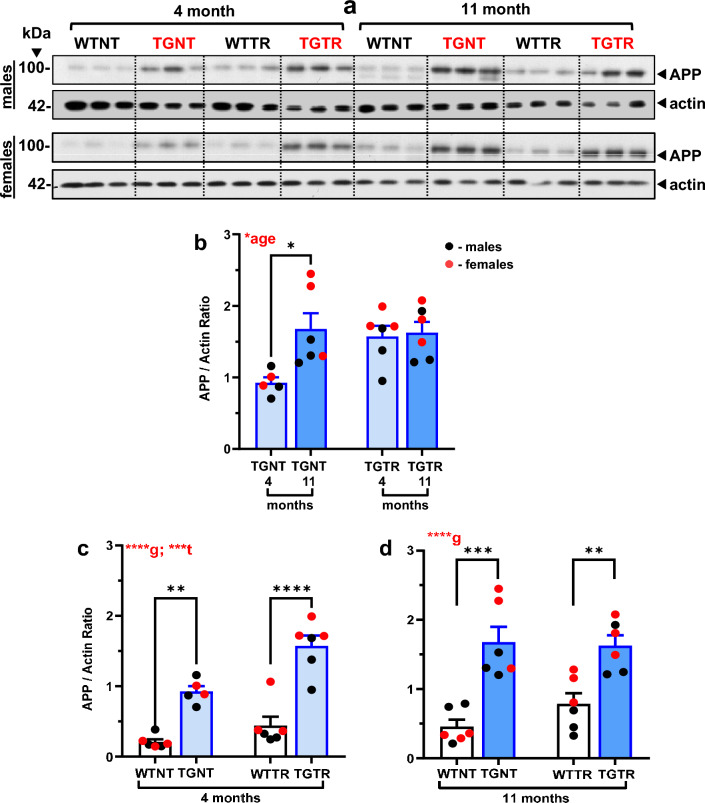
DZ-DIB Treatment effects on APP levels. Male and female rat hippocampal tissue homogenates were used to assess DZ-DIB treatment effects on full-length APP (**A**) levels by western blot analysis. Data represents the percentage of the pixel ratio for full-length APP over actin loading control. Analysis was performed for the four groups WTNT, WTTR, TGNT, TGTR at 4 months and 11 months of age. Graphed data represent the ratio of APP over actin. Values are means + SEM. Significance (asterisks shown on graphs) represent post-hoc effects following an ordinary two-way ANOVA with Sidak’s post-hoc tests. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. WTNT, wild-type not treated, TGNT, transgenic-AD not treated, WTTR, wild-type DZ/DIB treated, TGTR, transgenic-AD DZ/DIB treated; g = genotype effect, t = DZ/DIB drug treatment effect.

Interestingly, a two-way ANOVA analysis shows that APP levels in TGNT rats are higher at 11-months than at 4-months of age [Fig. 5B, F_(1,19)_ = 6.054; *p* = 0.023, with Sidak’s post-hoc differences observed between 4 and 11 months in TGNT rats (*t* = 3.171, *p* = 0.029). This difference could explain why 4-month TGNT rats do not accumulate Aβ plaques. Surprisingly, APP levels are similar in 4-month and 11-month TGTR rats, suggesting that DZ/DIB-treatment increased APP levels only in 4-month TG-AD rats (Fig. 5B, F_(1,19)_ = 3.335; *p* = 0.084].

Two-way ANOVA analysis also showed APP levels were higher in TG-AD than WT rats independently of age and treatment [4-months Fig. 5C; F_(1,19)_ = 71.91; *p* < 0.0001 for genotype; 11 months Fig. 5D, F_(1,20)_ = 40.38; *p* < 0.0001 for genotype. Sidak’s post-hoc differences are shown at 4-months between WTNT and TGNT (*t* = 4.54, *p* = 0.0012), TGNT and TGTR (*t* = 4.108, *p* = 0.0036), and between treated WT and TG rats (*t* = 7.528, *p* < 0.0001), Fig. 5C. Post-hoc differences shown at 11 months between WTNT and TGNT (*t* = 5.321, *p* = 0.0002), Fig. 5D. An additional drug treatment effect was observed at 4 months [F_(1,19)_ = 16.30; *p* = 0.0007, Fig. 5C]. This is expected, since TGNT rats overexpress human APPswe and endogenous rat APP, while WT rats only express endogenous APP.

### eIF2α levels are higher in TG-AD than WT rats, and DZ/DIB-treatment attenuates eIF2α levels

The translational control factor eIF2α along with its phosphorylating kinases such as PERK, acts as a critical molecular switch that inhibits global protein translation during the unfolding protein response (UPR)^9^. This molecular switch is overactive in AD, thus attenuating its activity would be beneficial to AD^9,31^. We assessed the levels of eIF2α by western blotting (Fig. 6A). A three-way ANOVA (drug treatment x age x genotype) revealed an overall attenuating effect of DZ/DIB treatment on eIF2α levels irrespective of age and genotype [F_(1, 39)_ = 17.06; *p* = 0.0002] (not shown). Interestingly, eIF2α levels were increased in TG-AD rats compared to WT littermates, independently of age and treatment [F_(1, 39)_ = 21.45; *p* < 0.0001]. No age specific effects were observed [*F*_(1, 39)_ = 3.09; *p* = 0.086, Supplemental Table 9].

**Figure 6:**
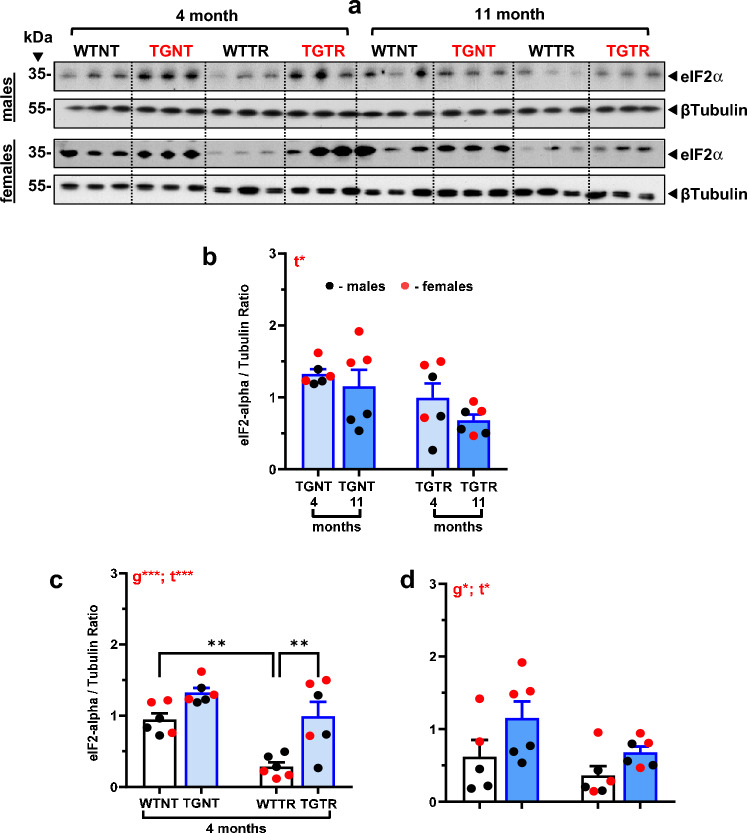
DZ-DIB Treatment effects on eIF2α levels. Male and female rat hippocampal tissue homogenates were used to assess DZ-DIB treatment effects on eIF2α (**A**) levels by western blot analysis. Data represents the percentage of the pixel ratio for eIF2α over β-tubulin loading control. Analysis was performed for the four groups WTNT, WTTR, TGNT, TGTR at 4 months and 11 months of age. Graphed data represent the ratio of eIF2α over β-tubulin. Values are means + SEM. Significance (asterisks shown on graphs) represent post-hoc effects following an ordinary two-way ANOVA with Sidak’s post-hoc tests. *p < 0.05, ***p < 0.001. WTNT, wild-type not treated, TGNT, transgenic-AD not treated, WTTR, wild-type DZ/DIB treated, TGTR, transgenic-AD DZ/DIB treated; g = genotype effect, t = DZ/DIB drug treatment effect.

A two-way ANOVA (age x drug treatment) for age-specific effects show DZ/DIB-treatment lowered eIF2α levels in TGTR rats of both ages, compared to TGNT rats [Fig. 6B, F_(1,20)_ = 6.264; *p* = 0.0211], with no post-hoc differences observed. This effect could be associated with DIB’s capacity to inhibit eIF2α activity. eIF2α levels were higher at 4- (Fig. 6C) and 11-months (Fig. 6D) in TGNT rats than in their WTNT littermates [4-months, F_(1, 20)_ = 20.94, *p* = 0.0002; 11-months, F_(1,19)_ = 5.95, *p* = 0.03], assessed by two-way ANOVA. These data are consistent with AD patients exhibiting higher eIF2α activity than controls. We also observed an overall drug effect, where DZ/DIB attenuated eIF2α levels irrespective of genotype [F_(1,20)_ = 17.61, *p* = 0.0004], with Sidak’s post-hoc differences observed between WTTR and WTNT rats (*t* = 3.952, *p* = 0.0047) at 4 months); [F_(1,19)_ = 4.396, *p* = 0.0496] at 11 months, with no post-hoc differences observed.

## Discussion

Our data established that Tg-AD rats manifest cognitive deficits and signs of AD-pathology at 11- but not at 4-months of age. We included 4-month (pre-pathology) Tg-AD and WT rats in our studies, to potentially identify early AD biomarkers.

As expected, RNAseq analysis in 4-month female rats showed significant up-regulation of *APP* and *PSEN1* genes in TGNT vs WTNT rats, because Tg-AD rats express human *APPsw* and *PS1-∆E9* both driven by the prion promoter^22^. Notably, out of 17,168 genes assessed, there are only two other genes the expression of which is significantly different between the two genotypes, i.e. *EGR2* and *HIST1H2AA*. Our RNAseq data showed a ~ twofold decrease in EGR2 expression in 4-month TGNT compared to WTNT female rats. EGR proteins have long been investigated in the CNS for their role in controlling gene expression^32^. EGR2 is an immediate early gene and an inducible transcription factor^33^. EGR2 is also a SUMO E3 ligase for its coregulators, the Nab proteins^34^. The expression of EGR2 is regulated by NF-κB^35^, and its deletion is lethal in mice^36^. Furthermore, EGR2 expression levels were strongly induced in rat^37^ and mouse^35,38^ hippocampi using the LTP paradigm, supporting that EGR2 plays a critical role in LTP stabilization. In contrast, one study demonstrated improved motor skill learning and enhanced 24 h long-term memory in conditional mutant mice lacking Egr2 forebrain expression^39^. Additional studies are required to sort out the role of Egr2 in cognition. There are very few studies on Egr2 and its possible roles in AD due to the perinatal lethality of this deletion in animal models^40^. Our current study with an AD rat model, suggests that Egr2 could be a potential biomarker for AD in females.

*HIST1H2AA* is a subtype of the H2A histone which is one of five histones that package DNA to make up the nucleosome, which is important for gene regulation^41^. Histones regulate gene expression, and they are post-transcriptionally modified with mechanisms such as acetylation, methylation, phosphorylation and ubiquitination^42^. A study using human frontal cortex brain tissue found that H2A was less ubiquitinated in AD brain tissue compared to age matched controls^43^. Therefore, the increase in *HIST1H2AA* could result from a reduction in ubiquitin/proteasome degradation. Further studies are required to conclude if *HIST1H2A* upregulation is a result of less ubiquitin/proteasome-dependent degradation.

The RNAseq analysis in TGTR vs TGNT rats was performed in females at 4 months of age to assess how the DZ/DIB-treatment may alter gene expression in the pre-pathology stage of AD pathogenesis in women. Genes that were upregulated are connected to cognition, neurogenesis, differentiation, synaptic plasticity, apoptosis, and amyloid toxicity. The specific genes that were up regulated in TGTR vs TGNT rats were: (1) Olfactomedin 3 (*OLFM3*), which is important for differentiation in the brain and retina^44^. (2) Solute Carrier Family 17 Member 6 (*SLC17A6*) that enables the activity of glutamate transporters and is important for synaptic plasticity and expression correlated to cognitive function^45,46^. 3) Contactin 6 (*CNTN6*) that plays a role in axonal formation for the mossy fibers within the hippocampus during development, and is also thought to be involved in apoptosis for neuron survival^47^. (4) N-deacetylase and N-sulfotransferase 4 (*NDST4*) identified as a marker for recently differentiated neural cells^48^. (5) Interferon regulatory factor 6 (*IRF6*), which is relevant to epithelial tissue, where it mediates differentiation and helps regulate apoptosis^49,50^. (6) Neuropeptide S receptor 1 (*NPSR1*) is important in hippocampal function and promotes synaptic plasticity^51^. Downregulation of the 18S ribosomal RNA (*RN18S*) house-keeping gene, indicates ribosomal dysfunction leading to decreased protein synthesis, which is known to be an early event in AD^52^.

Interestingly, the *SLC17A6* and *NDST4* genes that are upregulated after DIB/DZ treatment, are known to decline with AD severity and/or ageing^46,48,53^. It is possible that the pathology that contributes to a decline in the transcriptome of the TGNT may have been mitigated by the DZ/DIB-treatment at 4-months of age. 

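Whether these genes were lower in TGNT than in WTNT females was read from the genotype comparison. Of the 6 genes raised in TGTR rats, 5 were higher and 1 was lower in TGNT than in WTNT rats, with a median log2 fold change of 0.26. Without WTNT replicate 1 the median was -0.0021, and without WTNT replicate 3 it was 0.63. None of the differences passed an adjusted threshold: adjusted over the 7 genes of Supplemental Table 2B alone, the lowest p was 0.209. Without adjustment only Ndst4 had a p under 0.05 in the quasi-likelihood test, and it was higher in TGNT rats, with a log2 fold change of 0.43 (exact permutation test of RPM, two-sided, p = 0.111). Slc17a6 measured 43.7 ± 8 RPM (SD, n = 5) in TGNT and 38.5 ± 18.9 RPM (SD, n = 5) in WTNT, and Ndst4 48.5 ± 5.92 RPM against 35.9 ± 13.7 RPM (SD, n = 5 each). Across all genes, which are not independent replicates, the log2 fold changes of the genotype and the treatment comparisons correlated with Pearson's r = 0.00836 and Spearman's rho = 0.0158. From the rise in TGTR rats of genes known to decline with AD severity or ageing, the paper proposes as a possibility that the treatment may have mitigated, at 4 months, the pathology that contributes to a decline in the transcriptome of TGNT rats.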

The long-term effects of treatment on these proteins during moderate pathology is unknown and should be explored at later disease phenotypes.

As expected, 11-month TG-AD rats performed worse in spatial working memory than their WT littermates. However, WT rats at 4-months performed worse than when they were retested at 11-months. This age effect could reflect improved recall of prior training in the 11-month WT rats, which was not observed in transgenic rats of the same age. The latter already developed mild cognitive deficits and AD-pathology at 11-months.

The cognitive assessment at 11-months of age shows that DZ/DB treatment mitigated spatial deficits in light working memory load performance in TGTR vs TGNT with an overall treatment benefit across all groups indicating an effect beyond genotype. Additionally, there was an age-dependent decline in heavy working memory load irrespective of genotype likely because this stage of the radial arm maze becomes increasingly challenging where age related decline is detected.

The DZ/DIB treatment covered a wide range of targets including common markers for AD as well as specific targets for DZ and DIB. DZ/DIB-treatment showed reductions in Aβ plaque and tau PHF1 loads. This is consistent with prior investigations using the individual drugs^8,9^. Interestingly, APP protein levels in TGNT rats were higher at 11-month than at 4-months, indicating why 4-month rats do not accumulate Aβ plaques. It is important to note that the RNAseq analyses showed that the levels of APP mRNA overexpression is the same in 4-month (Fig. 1B and Supplemental Table 2A) and 11-month (Supplemental Table 2C, data from^27^) TGNT rats when compared to age matched WTNT rats. On the other hand, DZ/DIB-treatment increased APP levels in 4-month but not 11-month TGTR rats. DZ/DIB-treatment could be maintaining protein translation and showing some neuroprotective potential due to a reduction in eIF2α expression in the overall hippocampus. eIF2α is a subunit within the eIF2 initiation complex responsible for regulating global and specific mRNA translation, required for learning and memory as well as for neuronal integrity maintenance in health and disease^54^. Therefore, DZ/DB-treatment reduces the likelihood for premature translational depression, consistent with prior DIB treatment investigations^9^. DZ/DIB may also be working through a mechanism of maintaining synaptic plasticity, which is not reflected by just assessing the levels of mature neurons. Diazoxide is known to amplify AMPA receptor currents in the hippocampus^55^. Moreover, in the TgF344-AD rat model elevated AMPA subunit receptor expression is proposed to improve cognition in females despite increases in plaque burden^56^.

Treatment with these two drugs widens the reach of polypharmacology, with multiple mechanisms of action such as DZ balancing calcium overload, DIB relieving cellular stresses through eIF2α. DZ increases intracellular potassium levels and conversely reduces intracellular calcium levels, while DIB has a host of effects on signaling pathways involved in cancer, mitigating inflammation and cellular stress, and neuroprotection^16^.

Our study identified two potential biomarkers for pre-symptomatic AD in females: *EGR2* and *HIST1H2AA*. In addition, we found that early (at 4-months) DZ/DIB-treatment induced the upregulation of some genes known to be downregulated in AD. Some of these genes are involved in neurogenesis and other protective mechanisms. Overall, we investigated the repurposing potential for DZ and DB as a combination treatment for AD. DZ has been used for decades for its cardioprotective effects, showing it is a well-tolerated and efficacious drug, therefore a great candidate for repurposing^10^. The mechanism of DZ against apoptosis may be helpful in preventing neuronal loss in later stages of AD. DIB is a promiscuous drug with affinity for many targets and likely some still unknown. Some of the suggested mechanisms for DIB are inhibition of the unfolded protein response, increase in activity of protective transcription factors, induction of cell cycle arrest, and reducing expression of androgen receptors^9,21,57^. DIB was shown to be neuroprotective to hippocampal histopathology^9^, but to our knowledge, not in an AD animal model.

Although current FDA approved AD therapeutics are managing symptoms to varying degrees of success, they currently do not address biological changes that initiate the cascade of changes observed in disease pathology and progression. A likely culprit is the multifactorial nature of AD, which multi-drug therapies have the potential to address through targeting of multiple signal pathways and mechanisms that contribute to AD progression. Shifting efforts to computational models and polypharmacology is on the rise and can prove to be an invaluable asset, to which our findings have come to suggest.

### Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the NIH GEO repository: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245979.

# Supplementary material for: Potential Alzheimer’s early biomarkers in a transgenic rat model and benefits of diazoxide/dibenzoylmethane co-treatment on spatial memory and AD-pathology
**Source:** Sci Rep. 2024 Feb 14;14:3730. doi: 10.1038/s41598-024-54156-z
**Supplement:** Supplementary file 1 — Supplementary Information.

**Potential Alzheimer's early biomarkers in a transgenic rat model and benefits of diazoxide/dibenozylmethane co-treatment on spatial memory and AD-pathology**

Charles H. Wallace; Hunter College CUNY (Department of Biological Sciences), New York (New York) USA

Giovanni Oliveros; Hunter College CUNY (Department of Biological Sciences), New York (New York) USA

Xie, Lei; Hunter College CUNY, (Department of Computer Sciences), New York (New York) USA

Serrano, Peter; Hunter College CUNY (Department of Psychology), New York (New York) USA

Rockwell, Patricia; Hunter College CUNY (Department of Biological Sciences), New York (New York) USA

Figueiredo-Pereira, Maria; Hunter College CUNY (Department of Biological Sciences), New York (New York) USA

**Supplemental Table 1 – Number of rats used in our study.**

**Supplemental Table 2A – RNA sequence analysis for differentially expressed genes in 4-month female TGNT vs. WTNT rats.**

**Supplemental Table 2B – RNA sequence analysis for differentially expressed genes in 4-month female TGTR vs. TGNT rats.**

**Supplemental Table 2C – RNA sequence analysis for differentially expressed genes in 11-month female TGNT vs. WTNT rats.**

**Supplemental Tables 2A, 2B and 2C - RNA sequence analysis for differentially expressed genes in (A)** 4-month female transgenic AD non-treated (TGNT) compared to age-matched female wild-type non-treated (WTNT) rats. **(B)** 4-month female transgenic AD DZ-DIB treated (TGTR) rats compared to age-matched female TGNT rats. **(C)** 11-month female transgenic AD non-treated (TGNT) compared to age-matched female wild-type non-treated (WTNT) rats. Genes are listed with significant fold change difference in expression. Upregulation in gene expression is represented with an up-arrow and downregulation in gene expression represented with a down-arrow. Fold change, *p* values, false discovery rates (FDR), means, and standard errors of the mean (SEM) for RPMs (reads per million). 

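The means of the deposited RPM over the rats of each group were recomputed for 9 genes of parts A and B. The ratios of these 18 means to the means of the paper lay between 0.989 and 1.07, and those of the 9 fold changes between 0.985 and 1.02. The SEM of App, for example, was 54.8 RPM in TGNT and 21.2 RPM in WTNT females of part A.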

All genes with an FDR under 0.05 were included in A and B, but not in C.

**Supplemental Table 3 - Antibodies used for IHC and WB analyses of hippocampal tissue.**

**Supplemental Table 3** - Abbreviations: IHC, immunohistochemistry; WB, western blot; A $\beta$ , amyloid  $\beta$ ; eIF2 $\alpha$ , eukaryotic translation initiation factor; FL-APP, full length amyloid precursor protein; Iba1, ionized calcium binding adaptor molecule 1; NeuN, neuronal nuclei; neuronal marker; PHF1, paired helical filaments

**Supplemental Table 4: Effects of DZ/DIB on Amyloid Beta (A $\beta$  4G8 antibody) levels across hippocampal regions at 11 months.**

**Supplemental Table 4** –Data was analyzed using a two-way ANOVA assessing hippocampal regions (HC, CA1, CA3, DG, HL, and SB) for changes in Amyloid beta (A $\beta$ ) levels in untreated and DZ/DB-treated transgenic rats. Sidak's multiple comparisons tests were used to assess post-hoc differences between treatment conditions and brain regions. Abbreviations: HC – hippocampus, CA – cornu ammonis, DG – Dentate gyrus, HL – DG hilar region, SB – subiculum. TGNT – transgenic not treated (11-months), n = 9; TGTR – transgenic DZ/DIB treated (11 months) n = 10.

**Supplemental Table 5 – Tau neurofibrillary tangle (PHF1) percent positive signal across hippocampal regions at 11 months of age**

**Supplemental Table 5** –Data was analyzed using a two-way ANOVA assessing hippocampal regions (HC, CA1, CA3, DG, and SB) to measure effects of DZ/DIB treatment on Tau (PHF1) levels. Sidak's multiple comparisons tests were used to assess post-hoc differences between treatment conditions and brain regions. Abbreviations: HC – hippocampus, CA – cornu ammonis, DG – Dentate gyrus, SB – subiculum. TGNT – transgenic not treated (11-months), n = 9; TGTR – transgenic DZ/DIB treated (11 months) n = 10.

**Supplemental Table 6: DZ/DIB effects on NeuN signal across the hippocampus and subregions**

**Supplemental Table 6: Mature neuronal cell detection in the hippocampus with NeuN.** A four-way ANOVA assessing DZ/DIB drug treatment, genotype, age, and brain region effects on neuronal loss (top table). Sidak's multiple comparisons tests were used for relevant post-hoc analyses (bottom table). Abbreviations: HC – hippocampus; CA – cornu ammonis; DG – dentate gyrus; SB – subiculum; TG – transgenic; WT – wild-type. DZ/DIB treated (Diazoxide/Dibenzoylmethane); WTNT (4 months), n = 8; TGNT (4 months), n = 8; WTNT (11 months), n = 10; TGNT (11 months), n = 10; WTTR (11 months), n = 10; TGTR (11 months), n = 10.

**Supplemental Table 7: Effects of DZ/DIB treatment and age on microglia morphology across the hippocampus and within its subregions**

**Supplemental Table 7:** A five-way ANOVA assessing DZ/DIB drug treatment, genotype, age, morphology, and brain region effects (top table). Sidak's multiple comparisons tests were used for relevant post-hoc analyses (bottom table). Abbreviations: HC – hippocampus; CA – cornu ammonis; DG – dentate gyrus; SB – subiculum; TG – transgenic; WT – wild-type. DZ/DIB treated (Diazoxide/Dibenzylmethane); WTNT – wild-type not treated; TGNT – transgenic not treated; WTTR – wild-type DZ/DIB treated; TGTR – transgenic DZ/DIB treated. WTNT (4 months), n = 8; TGNT (4 months), n = 8; WTNT (11 months), n = 10; TGNT (11 months), n = 10; WTTR (11 months), n = 10; TGTR (11 months), n = 10.

**Supplemental Table 8: DZ/DIB treatment effects on full-length APP levels in 4- and 11-month rats**

**Supplemental Table 8: Tg-AD rats show higher levels of full-length APP at both 4-months and 11-months; DZ/DIB treatment attenuates increases in APP levels.** Values represent the percentage of the pixel ratio for full-length APP over actin loading control. Data was assessed as a three-way ANOVA considering age (4 vs. 11 months), genotype (wild-type vs. transgenic), and drug treatment (no treatment vs. DZ/DIB treatment). Tukey's multiple comparisons test represent post-hoc analysis following the three-way ANOVA. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. WTNT, wild-type not treated, TGNT, transgenic-AD not treated, WTTR, wild-type DZ/DIB treated, TGTR, transgenic-AD DZ/DIB treated.

**Supplemental Table 9: DZ/DIB treatment effects on eIF2-alpha levels in 4- and 11-month rats**

**Supplemental Table 9: Tg-AD rats show higher levels of eIF2-alpha at both 4-months and 11-months; DZ/DIB treatment attenuates increases in eIF2-alpha.** Values represent the percentage of the pixel ratio for eIF2-alpha over beta-tubulin loading control. Data was assessed as a three-way ANOVA considering age (4 vs. 11 months), genotype (wild-type vs. transgenic), and drug treatment (no treatment vs. DZ/DIB treatment). Tukey's multiple comparisons test represent post-hoc analysis following the three-way ANOVA. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. WTNT, wild-type not treated, TGNT, transgenic-AD not treated, WTTR, wild-type DZ/DIB treated, TGTR, transgenic-AD DZ/DIB treated.

**Supplemental Table 10A: Analysis of light working memory in 4-month and 11-month rats**

**Supplemental Table 10B: Analysis of heavy working memory in 4-month and 11-month rats**

**Supplemental Table 10: DZ/DIB treatment mitigates spatial working memory deficits at 11 months of age.** The number of working memory errors under a light working memory load (A) and heavy working memory load (B) were tabulated for each experimental group (WTNT, TGNT, WTTR, and TGTR) at 4 months and 11-months. 3-way ANOVA analysis is used to assess effects of age, drug treatment, and genotype in RAM performance under both the light- and heavy-working memory loads. Tukey's multiple comparisons tests were used to find post-hoc differences. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . WTNT, wild-type not treated, TGNT, transgenic-AD not treated, WTTR, wild-type DZ/DIB treated, TGTR, transgenic-AD DZ/DIB treated.

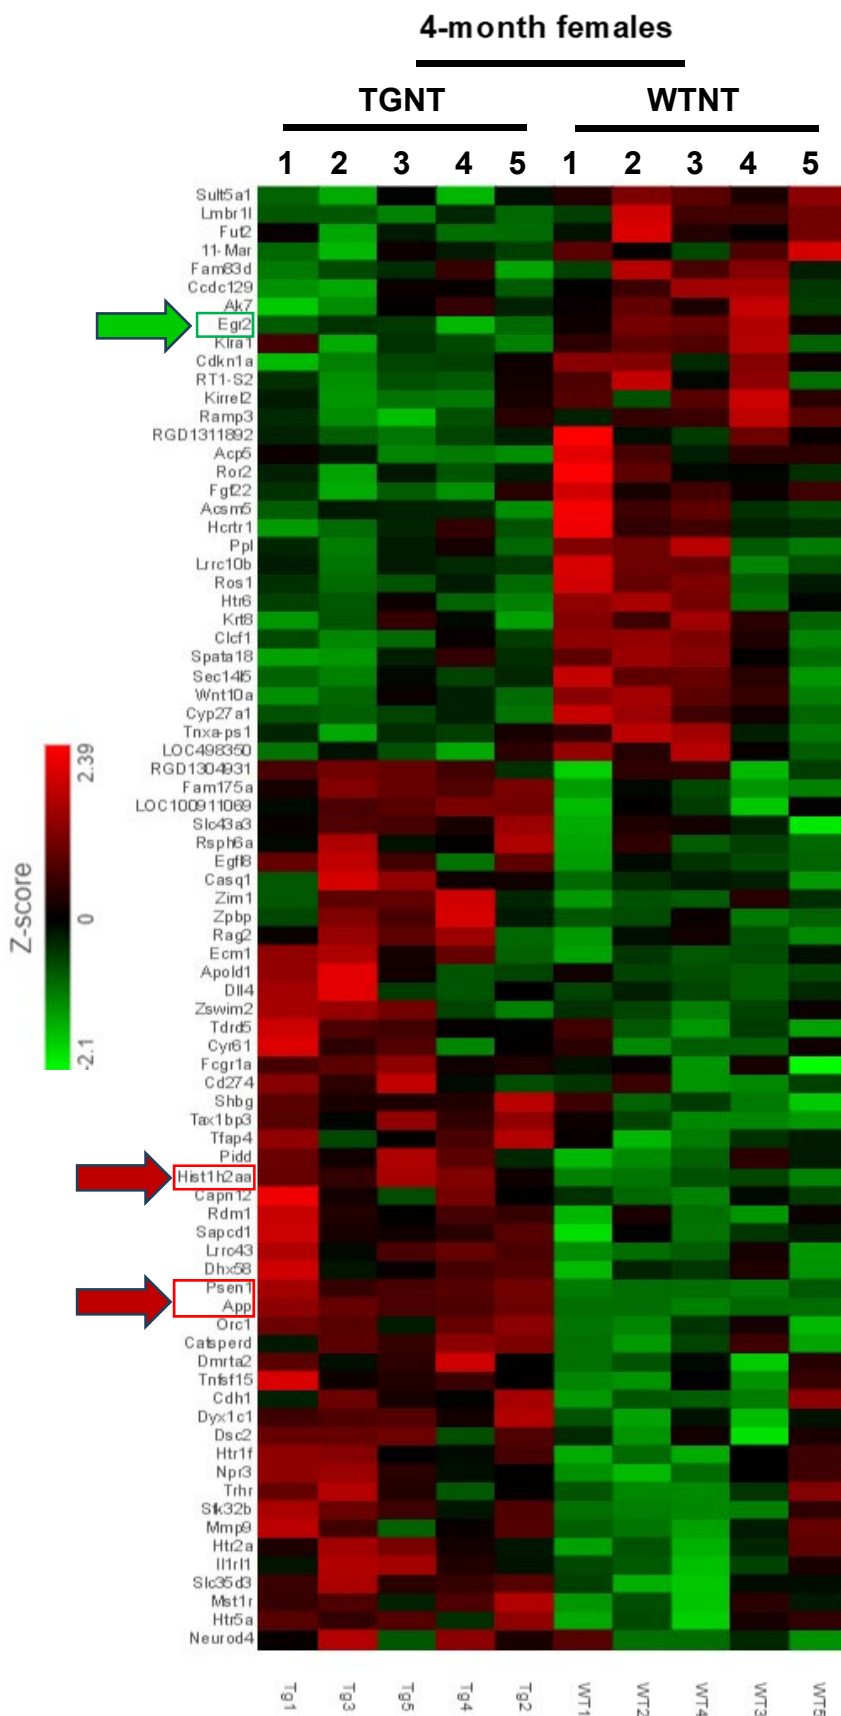

Supplemental Figure 1: Heatmap based on Z-scores for differentially expressed genes in 4-month female Tg rats when compared to wild type. Based on the Z-scores, the downregulated genes are in green and the upregulated genes are in red. The green arrow indicates a significant downregulation for Egr2, and the red arrows indicate a significant upregulation for Hist1h2aa, APP and Psen1.

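All 79 genes of the heatmap were in the count table, 48 of them drawn as higher and 31 as lower in TGNT rats, and all 79 had that direction in the fit to the counts. Of these, 66 had an unadjusted p under 0.05 with a fold change of at least 1.5, while 2 passed the adjusted threshold. Apart from the 4 genes marked with arrows, the lowest adjusted p among the 75 others was 1.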

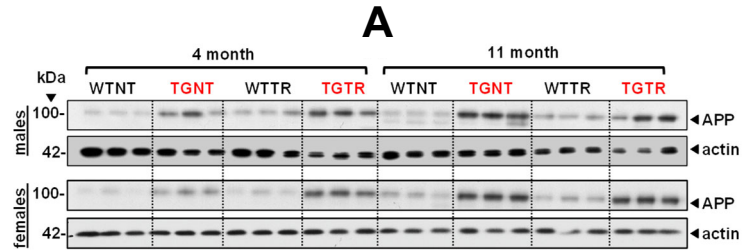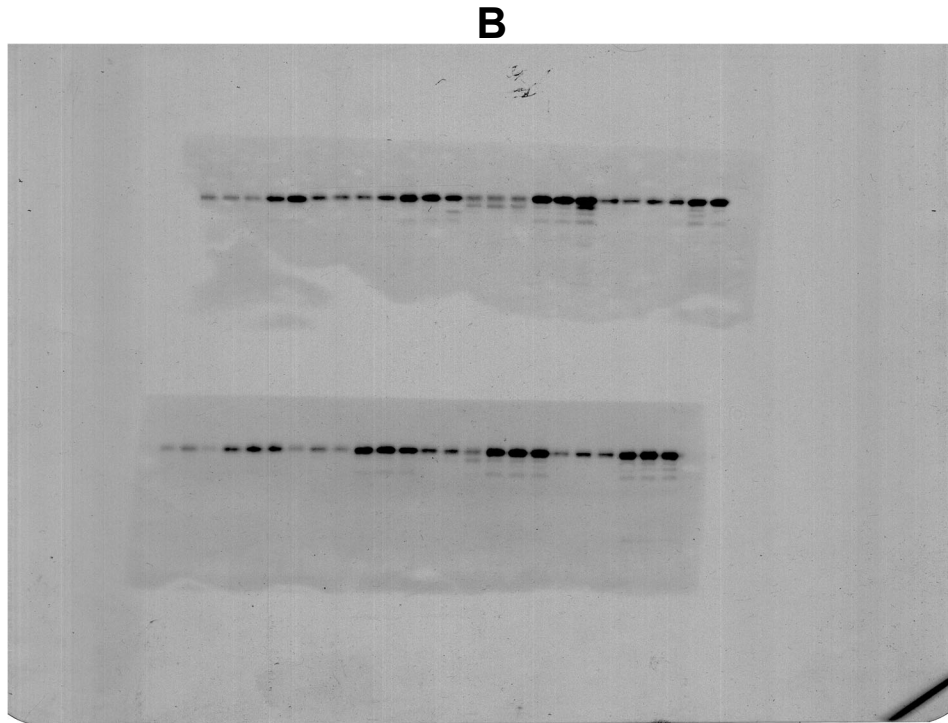

**Supplemental Figure 2: A** – Panel shown in Figure 5A of the manuscript. **B** - Scan of the film used to visualize full length-APP on the two western blots placed in the same film developing cassette. The dark exposure shows the edges of the blots. The line on the bottom right corner was used to mark the film's orientation. Hippocampal tissue was analyzed by western blotting. Male (top gel) and female (bottom gel) rats were included. Abbreviations: APP – amyloid precursor protein; WTNT – wild-type not treated, TGNT – transgenic not treated, WTTR – wild-type DZ/DIB treated, TGTR – transgenic DZ/DIB treated.

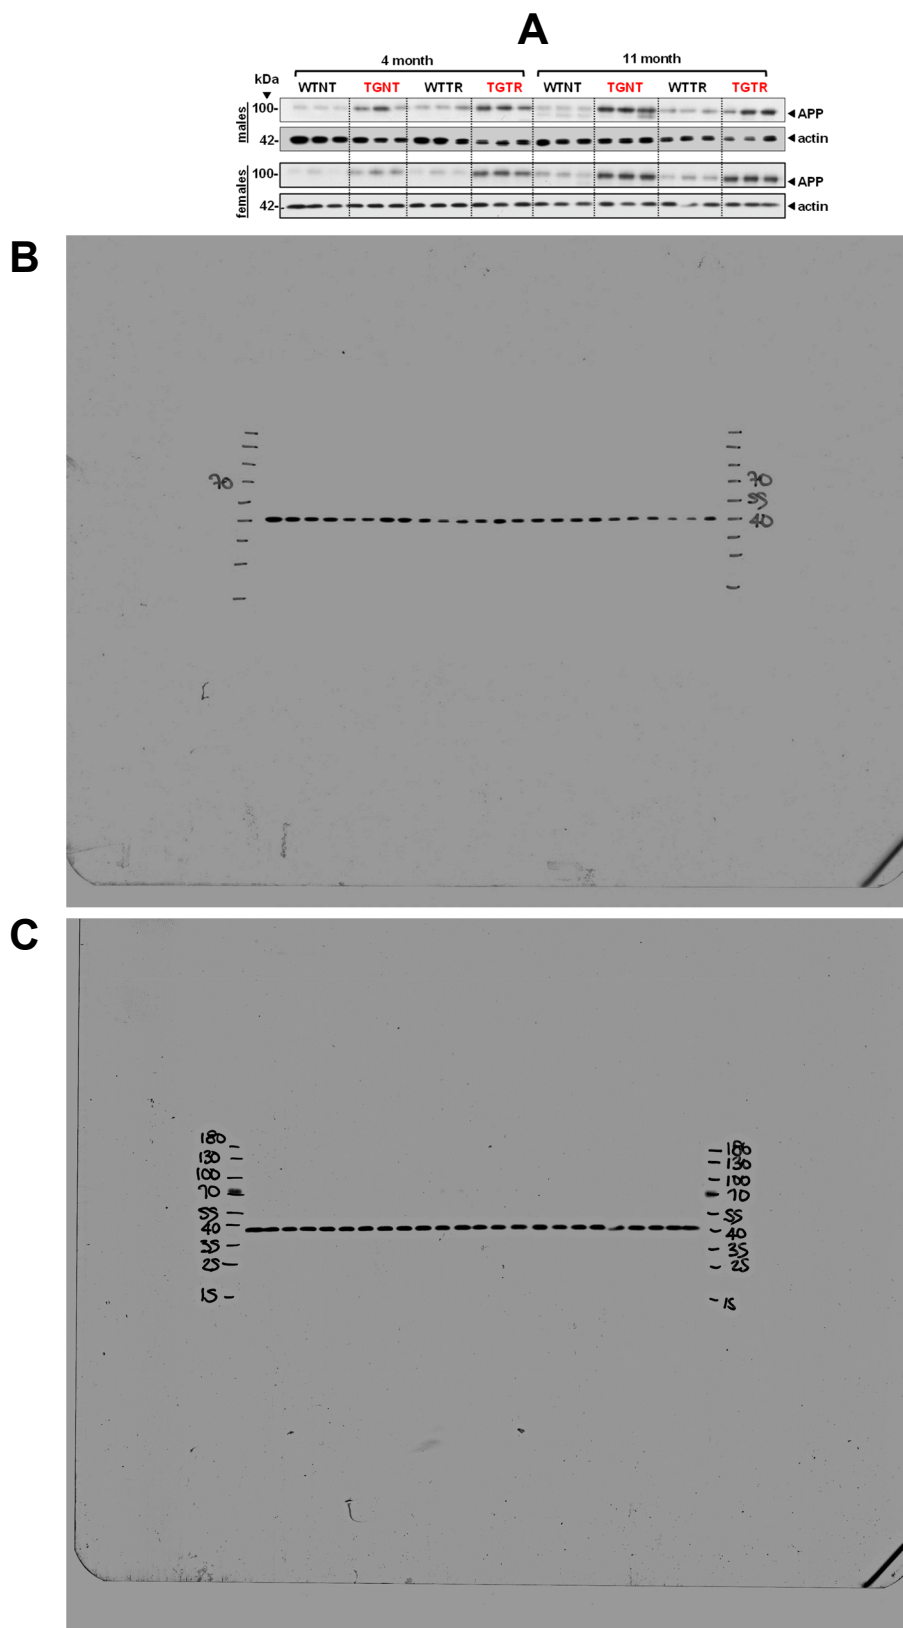

**Supplemental Figure 3: A** – Panel shown in Figure 5A of the manuscript. **B and C** - Scans of the films used to visualize actin on the two western blots. The dark exposure shows the edges of the films. Molecular weight markers are labelled on the left and right of the blots. The line on the bottom right corner was used to mark the film's orientation. Hippocampal tissue was analyzed by western blotting. Male (top gel) and female (bottom gel) rats were included. Abbreviations: APP – amyloid precursor protein; WTNT – wild-type not treated, TGNT – transgenic not treated, WTTR – wild-type DZ/DIB treated, TGTR – transgenic DZ/DIB treated.

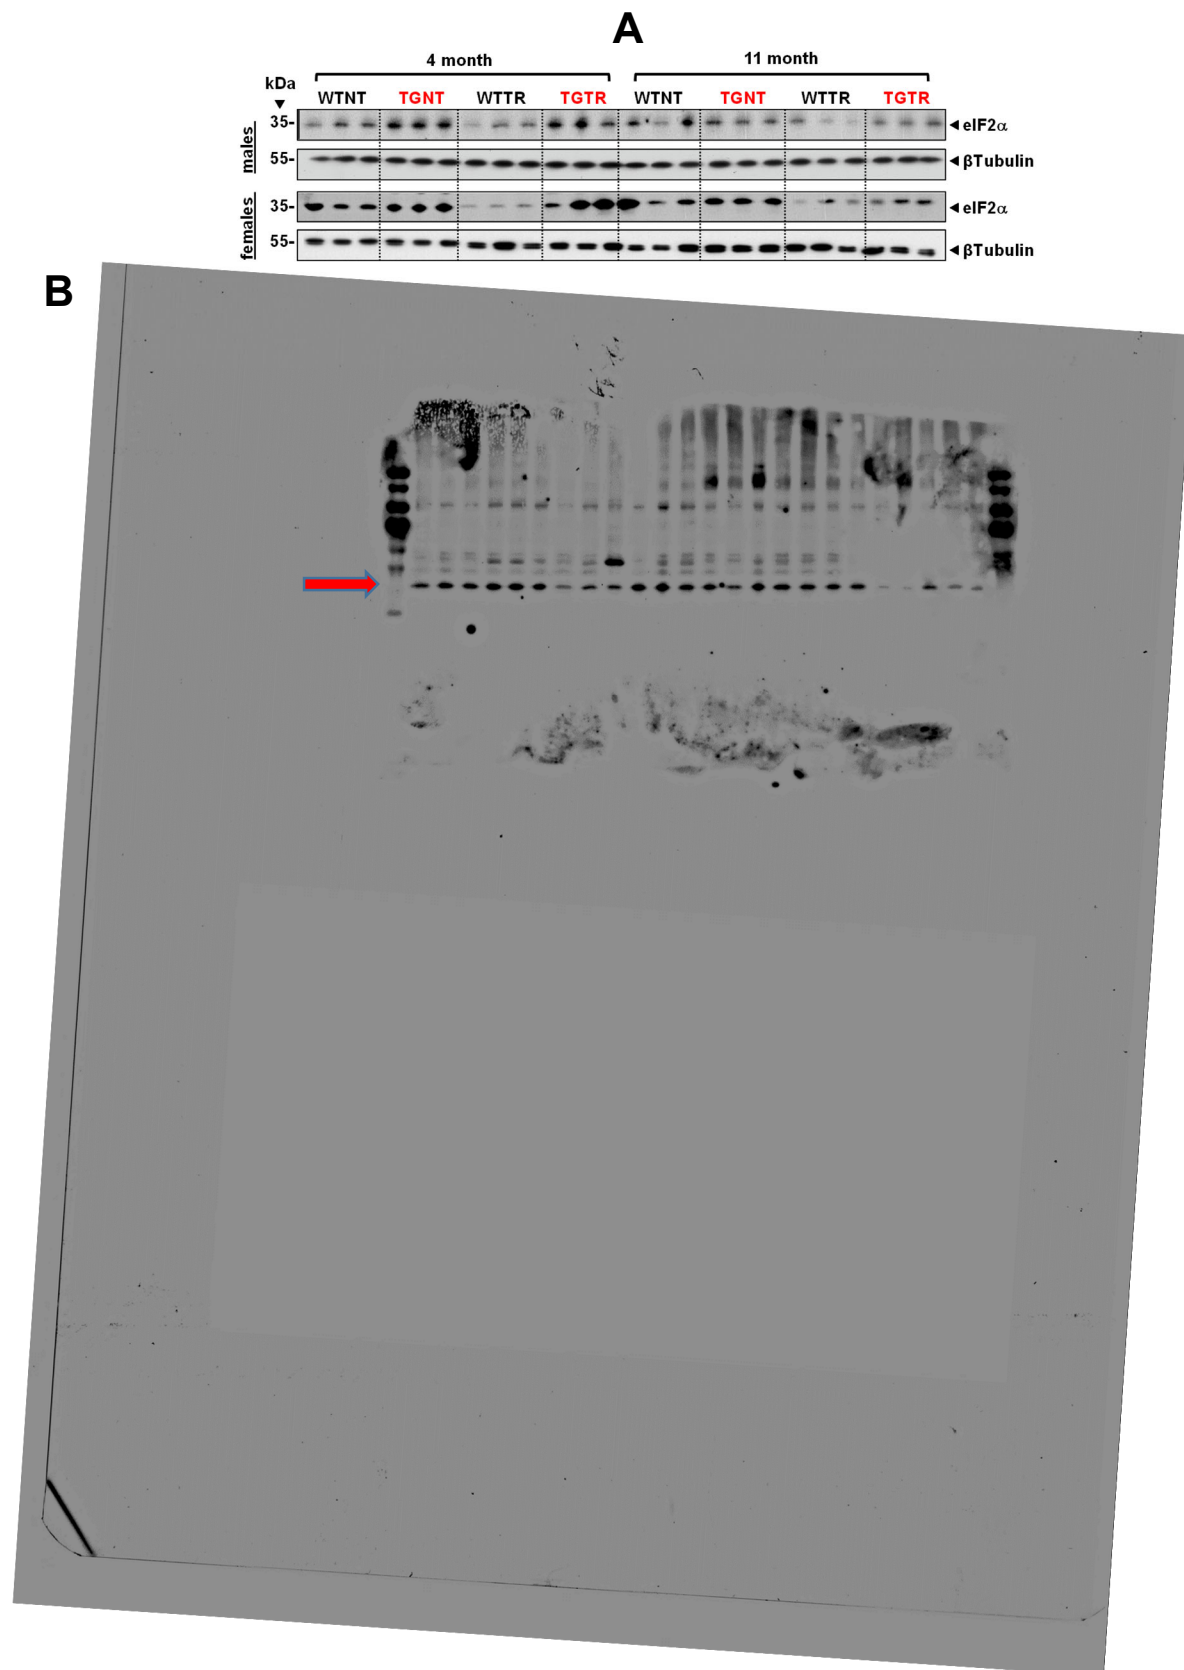

**Supplemental Figure 4: A** – Panel shown in Figure 6A of the manuscript. **B** – Scan of the film used to visualize eIF2 $\alpha$  on the male western blot. The dark exposure shows the edges of the film. The line on the bottom left corner was used to mark the film's orientation. Hippocampal tissue was analyzed by western blotting. Abbreviations: eIF2 $\alpha$  - eukaryotic initiation factor 2 $\alpha$ , WTNT – wild-type not treated, TGNT – transgenic not treated, WTTR – wild-type DZ/DIB treated, TGTR – transgenic DZ/DIB treated. Red arrow, eIF2 $\alpha$  based on its molecular weight.

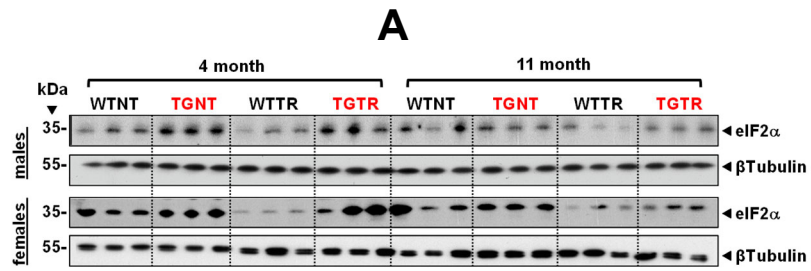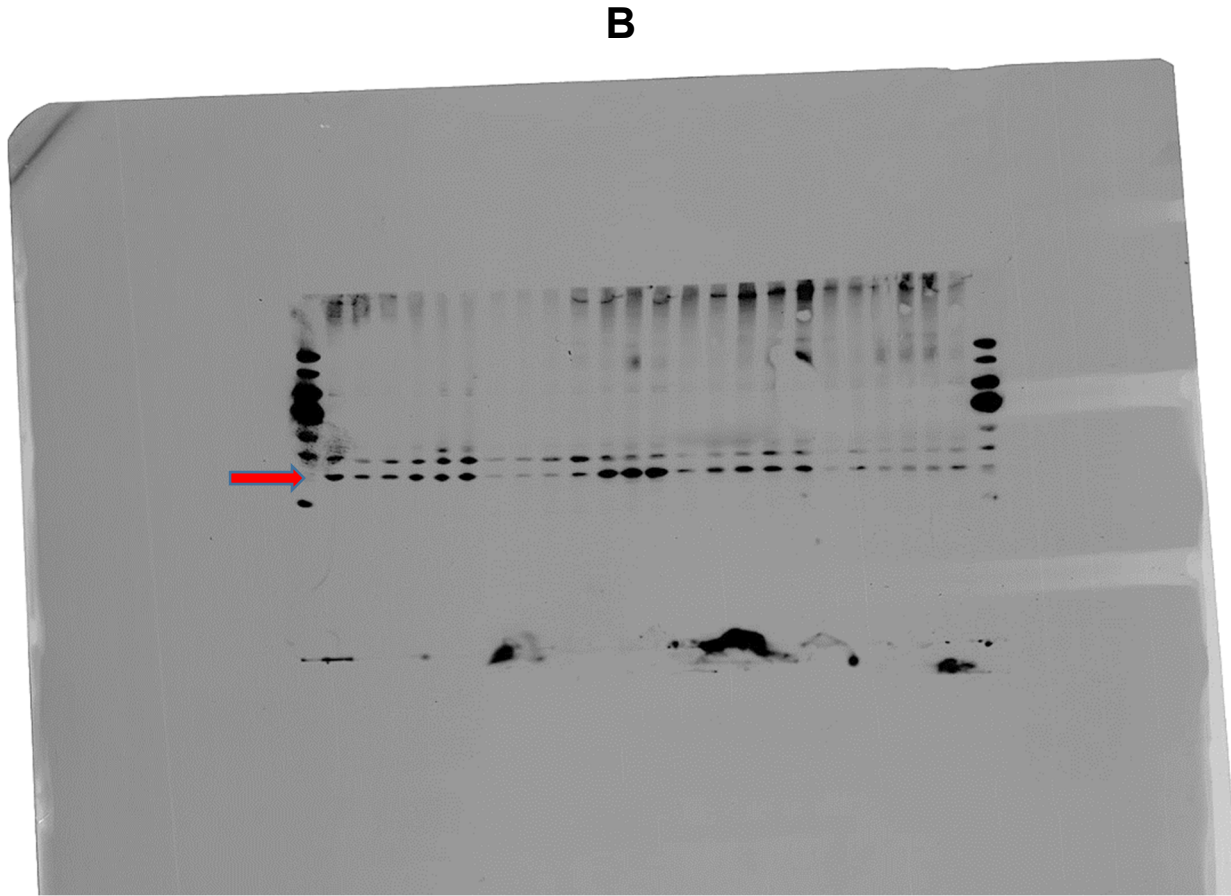

**Supplemental Figure 5:** **A** – Panel shown in Figure 6A of the manuscript. **B** - Scan of the film used to visualize eIF2 $\alpha$  on the female western blot. The dark exposure shows the edges of the film. The line on the top left corner was used to mark the film's orientation. Hippocampal tissue was analyzed by western blotting. Abbreviations: eIF2 $\alpha$  - eukaryotic initiation factor 2 $\alpha$ , WTNT – wild-type not treated, TGNT – transgenic not treated, WTTR – wild-type DZ/DIB treated, TGTR – transgenic DZ/DIB treated. Red arrow, eIF2 $\alpha$  based on its molecular weight.

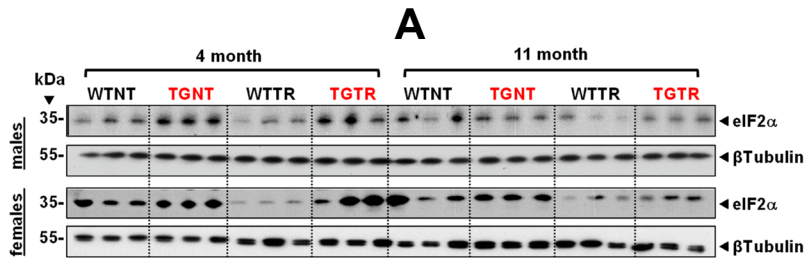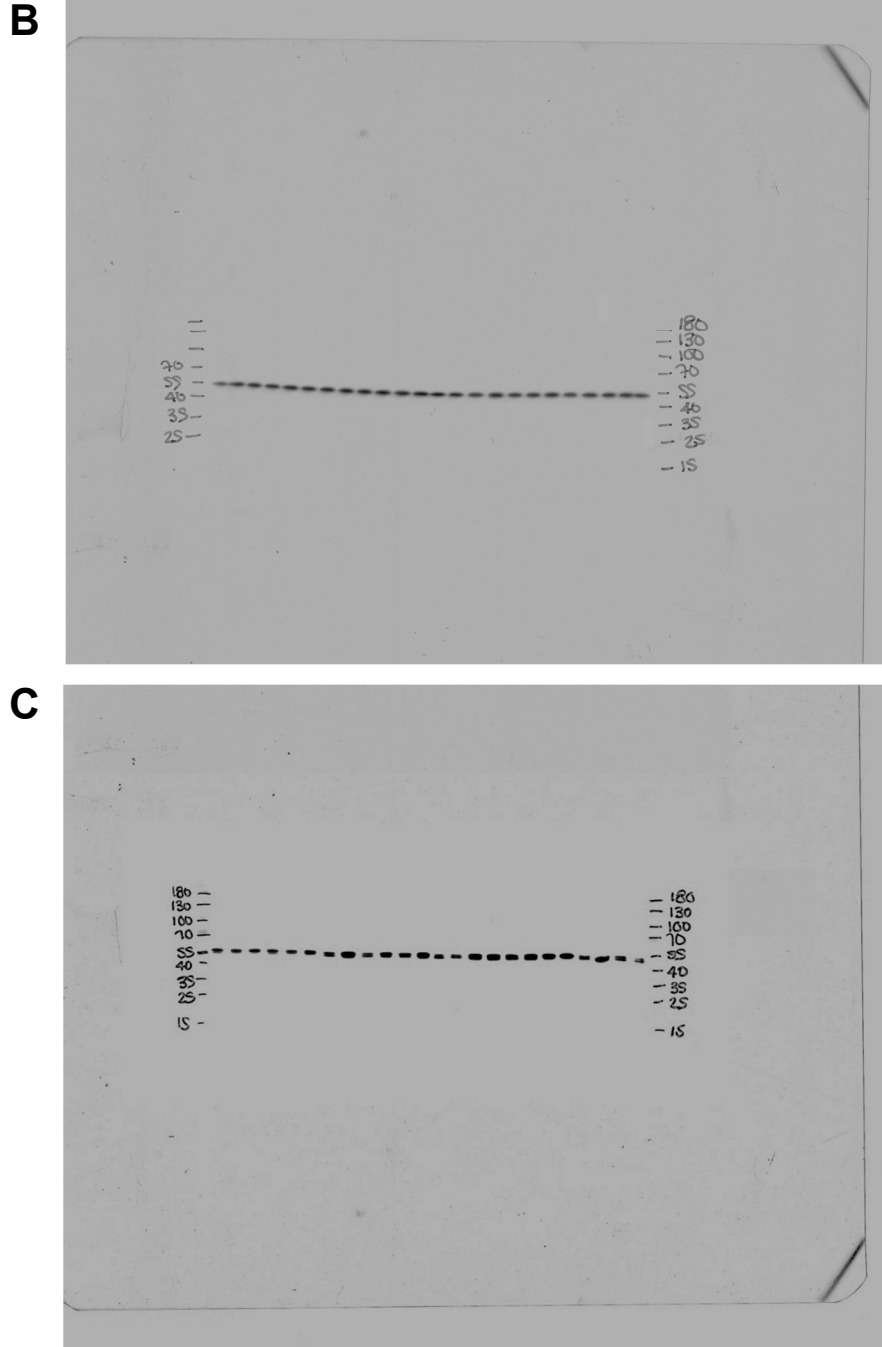

**Supplemental Figure 6: A** – Panel shown in Figure 6A of the manuscript. **B and C** - Scans of the films used to visualize  $\beta$ tubulin on the two western blots. The dark exposure shows the edges of the films. Molecular weight markers are labelled on the left and right of the blots. The diagonal lines on the corners were used to mark the film's orientation. Hippocampal tissue was analyzed by western blotting. Male (top gel) and female (bottom gel) rats were included. Abbreviations: eIF2 $\alpha$  - eukaryotic initiation factor 2 $\alpha$ ; WTNT - wild-type not treated, TGNT - transgenic not treated, WTTR - wild-type DZ/DIB treated, TGTR - transgenic DZ/DIB treated.

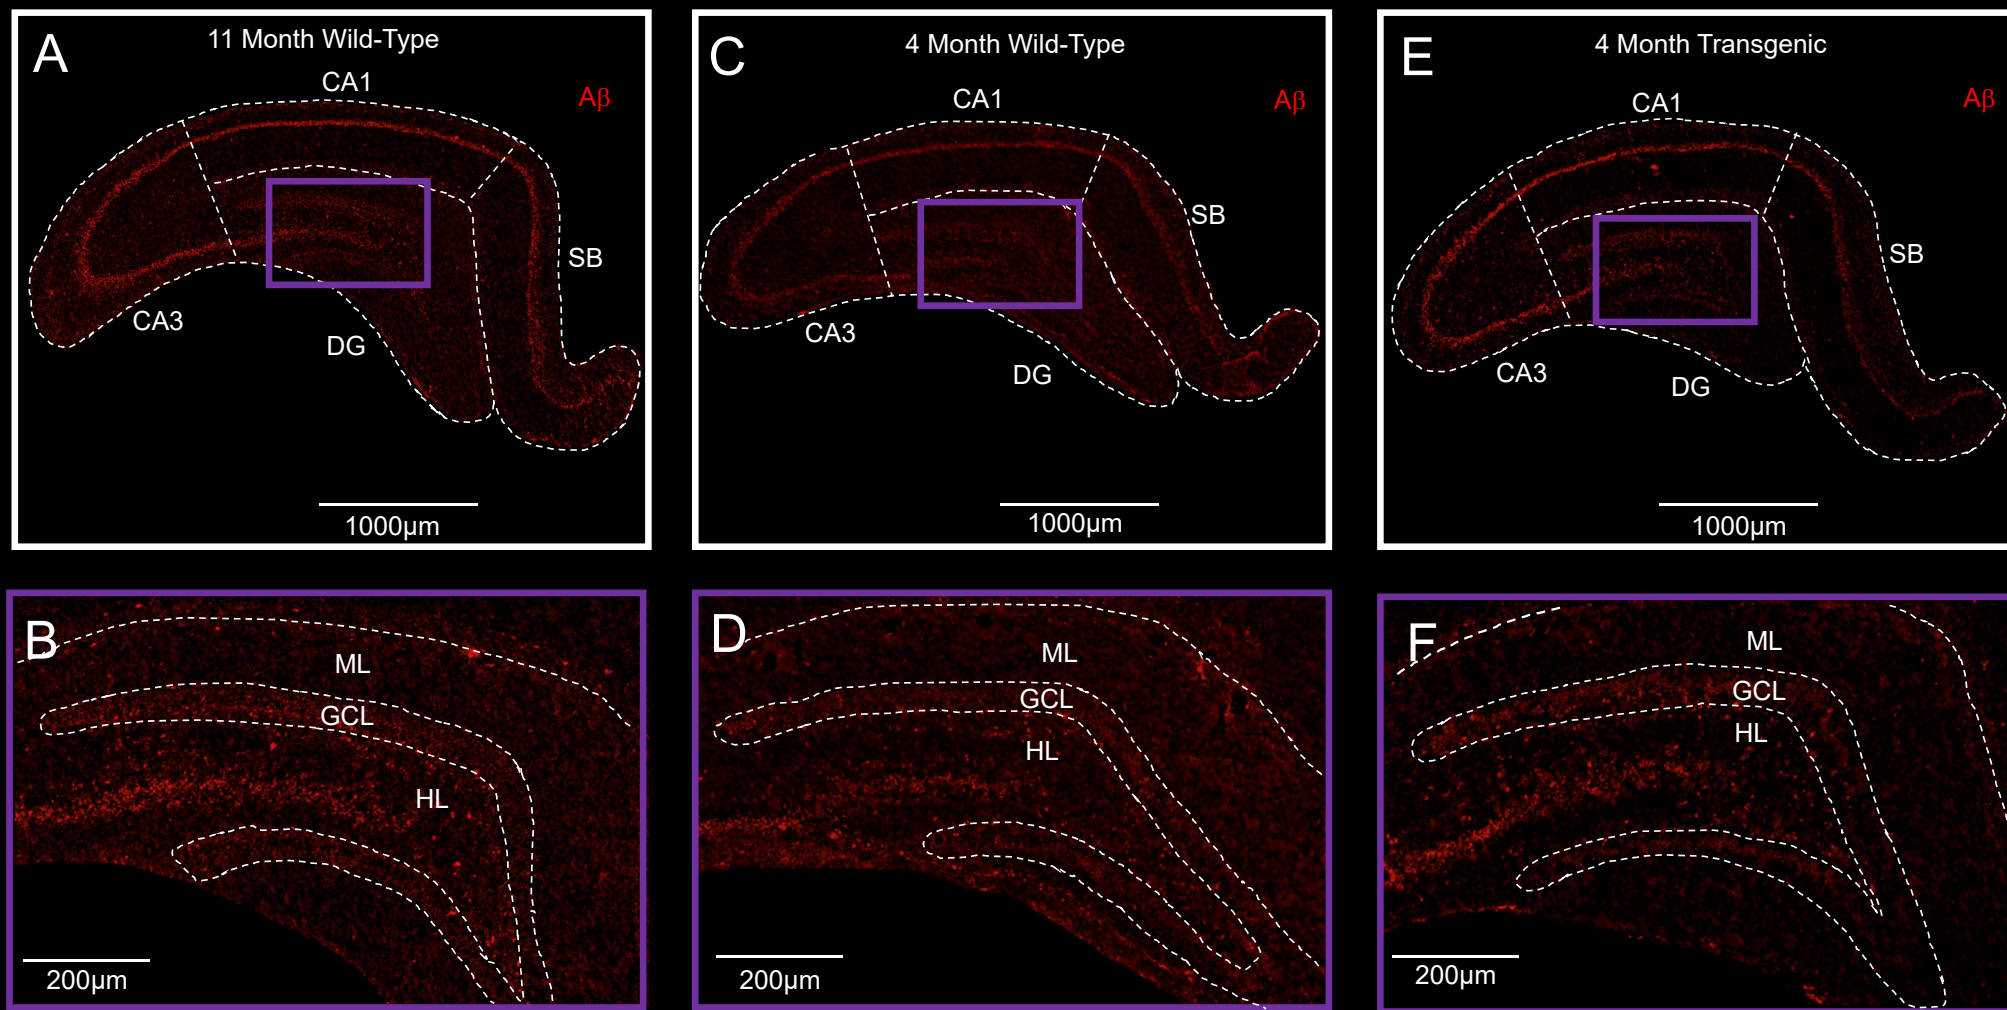

Supplemental Figure 7: 11 month-old wild-type (A and B), 4-month Wild-type (C and D), and 4-month transgenic (E and F) rats stained by IHC for Amyloid Beta across hippocampal regions CA1, CA3, DG, and SB. Scale bar = 1000μm (panels A, C, and E). Scale bar = 200μm (panels B, D and F). Full hippocampus are visible in panels A, C and E, with magnifications of the DG (panels B, D, and F) below the respective hippocampal image. CA = cornu ammonis, DG = dentate gyrus, SB = subiculum.

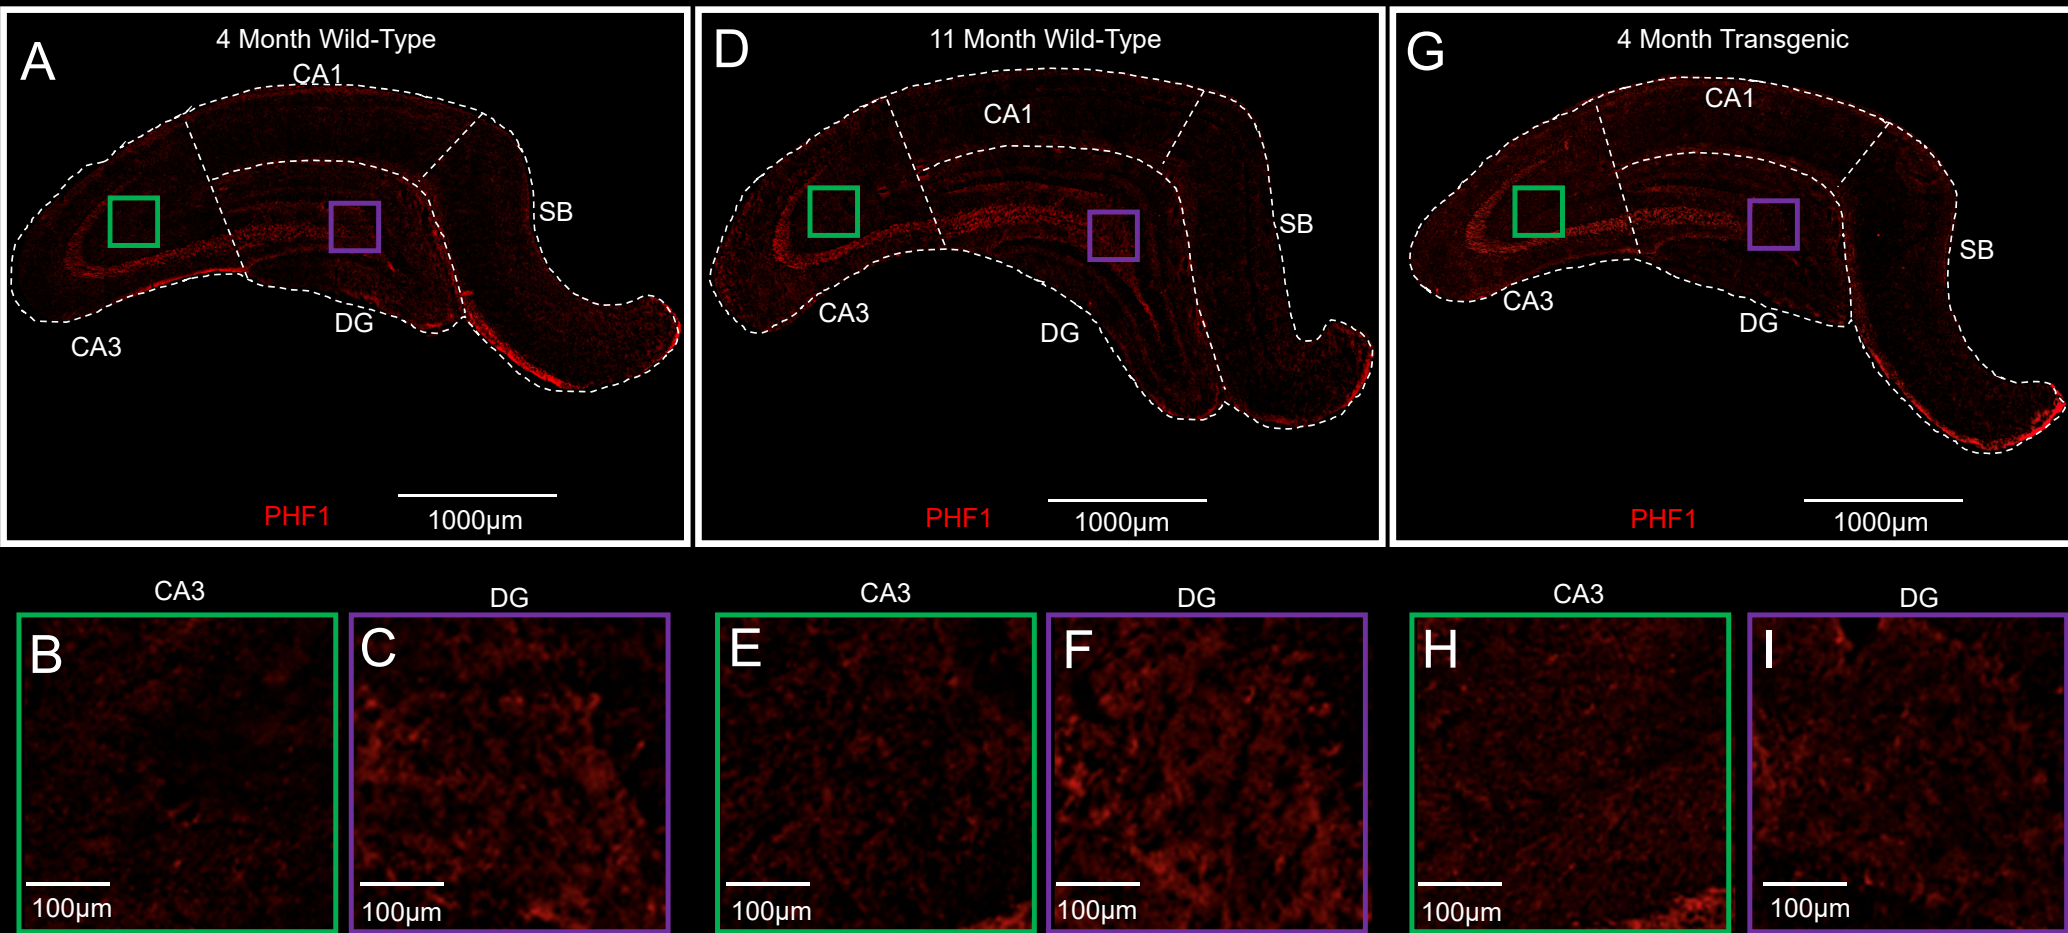

Supplemental Figure 8: 4 month-old wild-type (A, B, and C), 11-month Wild-type (D, E, and F), and 4-month transgenic (G, H, and I) rats stained by IHC for Tau paired helical filaments (PHF1), an early precursor of neurofibrillary tangles across hippocampal regions CA1, CA3, DG, and SB. Scale bar = 1000µm (panels A, D and G). Scale bar = 100µm (panels B, C, E, F, H, and I). Full hippocampus are visible in panels A, D and G, with magnifications of CA3 (panels B, E, and H) and the DG (panels C, F, and I) below the respective hippocampal image. CA = cornu ammonis, DG = dentate gyrus, SB = subiculum.

How the deposited data were processed for this re-analysis (not part of the article)

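Hippocampal mRNA of 20 samples from female rats at 4 months of age was measured by RNAseq. The genotype comparison held 5 WTNT and 5 TGNT rats, and the treatment comparison 4 TGNT and 6 TGTR rats. Within a comparison each rat gave a single library of stranded poly(A) mRNA, and none was pooled. Whether any TGNT rat served in both comparisons could not be told. For each comparison the authors deposited a table of estimated counts, made by counting reads per gene symbol with RSEM and not normalized, and a table of RPM. The RPM are a signal that the authors computed from the estimated counts after rounding, by scaling to RPM with TMM factors over the 10 rats of a table, so that columns summed to between 930396 and 1027920. The paper's text names neither the aligner, the read filters, the genome build nor the annotation, and none of these steps could be repeated from the tables. Samples were matched to conditions by their titles and the legend of Fig. 1, and 0 columns were left without a sample.

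The estimated counts were rounded to whole numbers and fitted with edgeR 4.0.16 in R 4.3.3, each comparison by itself, with TMM normalization and the quasi-likelihood test over all 17168 genes. P-values were two-sided and adjusted with the Benjamini-Hochberg method. Each standard error printed is the size of the log2 fold change over the square root of the F statistic of the quasi-likelihood test. It was not estimated directly. Genes with an adjusted p under 0.05 and a fold change of at least 1.5 were counted as differentially expressed. Differences in RPM of single genes were tested with exact two-sided permutation tests of the group means over all arrangements of the rats. Symbols were matched to the GRCr8 gene table for names and neighbours: 14508 matched as symbols and 2218 as synonyms, and 442 did not match. The order of genes in that table was used to find neighbours. No coordinates are given, because the build behind the counts is not known.

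The genes named in the text are those that the paper names from its RNAseq, Eif2s1 (the gene of eIF2α), every gene past the thresholds, and members of a gene list that passed its threshold. Eif2s1 itself was not past the thresholds, with a log2 fold change of 0.07 between TGNT and WTNT rats and 0.11 between TGTR and TGNT rats. The values of 2 of these genes are not reported here. A gene outside this rule is said to have been chosen after its values were seen. There were 17 gene lists of 4 to 30 genes, without the genes that the paper calls and with 0 genes in more than 1 list. They covered the immediate early genes, the eIF2a-ATF4 and unfolded protein response, the ATP-sensitive potassium channel subunits, CA1, CA2, CA3, the dentate gyrus, the subiculum and adjoining cortex, the ventral hippocampus, the thalamus and habenula, the choroid plexus, blood, mature neurons, oligodendrocyte and myelin genes, homeostatic microglia, plaque-associated microglia and reactive astrocytes. Lists were tested with camera of limma 3.58.1 at its preset correlation between genes of 0.01, and with fry and an estimated correlation beside it.

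The alternatives were edgeR's exact and likelihood ratio tests, DESeq2 1.42.0 with its size factors, limma-trend on log2 RPM with 1 or 0.1 added, an unequal-variance test of RPM with the two-stage step-up method as in the statistics section of the paper, other normalizations (RLE, upper quartile, library size only), filters on low counts (filterByExpr, or at least 10 counts in every rat), robust estimation, a block for the replicate number, other thresholds, and fits that left out each rat in turn. These choices, the gene lists and the thresholds were made before the data were examined. A pair of further edgeR tests, the likelihood ratio test with separately estimated common, trended and tagwise dispersions and the exact test with common and tagwise dispersions, was added after the data were seen. To count how often other groupings of the same rats give as much, 100 splits into groups of the same sizes, the real one included, were drawn from the 126 possible in the genotype comparison and the 210 possible in the treatment comparison. Correlations across rats were computed within groups, with 100000 permutations of the rats within groups, or 10000 for the relation among 6 genes.

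The tests were tested on simulated data with 200 changed genes, drawn with the means, dispersions and library sizes of the deposited counts. A single draw was made per design. The changed genes had a mean of at least 10 counts, and 100 of them were changed 4-fold. The others were changed less, but past the fold threshold. With so many changed genes the adjusted threshold is easier to pass, so the shares below do not carry over to data with few changed genes. The quasi-likelihood test found 98% of the changed genes in the genotype design and 92% in the treatment design, and 3.45% and 2.13% of its calls were false. The likelihood ratio test found 98.5% and 94%, and 6.19% and 11.7% of its calls were false. The exact test had 6.19% and 9.62% false calls, and DESeq2 had 3.92% and 6.47%. In the genotype design these shares rest on few genes, 8 false calls by DESeq2 against 7 by the quasi-likelihood test. The unequal-variance test found 69% and 62%. All 3 list tests called the list that was raised and 0 of 20 unmoved lists.

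Depth sets the precision of the weakly expressed genes. The median totals of the groups were higher in the treatment comparison (11621745.5 and 12544217.5) than in the genotype comparison (6300653 and 7831894), while the totals of single rats overlapped. Between 87.9% and 89.4% of the estimated counts were whole numbers. The remaining estimates were fractions, as when reads are shared with other genes. Those of Hist1h2aa and LOC310926 were whole in 0 of 10 rats, and those of Ndst4 in 1 of 10. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps. The samples at 11 months in Supplemental Table 2C and the behavioural, histological and western blot data were not analysed here.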

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

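The tests of library size, of the axis of 6 genes, of other splits and of a single dissection were chosen only after the results of this part were seen. A rat was taken as far from the others when its gap to the nearest rat of its group was large against the range of the group. This was so in 3 of 82 groups tested, and chance would give about 4.1.

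Npsr1 in TGNT replicate 1 of the treatment comparison was at 0.876 RPM, against 0.301 RPM or less in the other 3 TGNT rats. The gene lay at 3 to 10 counts in these rats, and no explanation for this single value was tested.

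The choroid plexus genes, on average over the list, reached a log2 RPM of 6.20 in TGTR replicate 5, against 2.9 in the next TGTR rat. Ttr, a gene of this list, had 24768 counts in that rat, 1326 in TGTR replicate 6 and 10 to 127 counts in the other 8 rats of the comparison. The list was higher in TGTR rats by camera (adjusted p = 0.0138, 14 of 14 genes higher), but 65 of 100 splits of the rats gave as small a p, and without TGTR replicate 5 the adjusted p was 0.164. Choroid plexus tissue in the dissection of this rat is a candidate explanation. The same rat had the lowest CA3 level of its group, a log2 RPM of 5.63 against 5.90 in the next rat. No biological explanation was tested.

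A signal that the paper does not report appeared in the homeostatic microglia list, where 12 of 12 genes with a mean of at least 10 counts were higher in TGNT than in WTNT rats. The hippocampus expresses all 12 of them, and the median log2 fold change was 0.11. The adjusted p was 0.000542 by camera, 0.00834 by fry and 0.0397 with the estimated correlation, and 2 of 100 splits gave as small a p by camera. The mean level of the list was higher in TGNT rats (exact permutation test, two-sided, p = 0.00794). A difference in library size was argued against by totals that did not differ between the groups (exact permutation p = 0.706). Taking into account a position along the axis of the 6 genes described under the other observations left the list past its threshold (adjusted p by fry 0.0096). A lower share of neurons would raise every other cell type, but the median of the oligodendrocyte and myelin list was -0.19. That list was itself not past the threshold by fry and 45 of 100 splits gave it as small a p, so a lower share of neurons and a change in microglia cannot be told apart here. An effect of the genotype on microglial transcripts stays open, as a hypothesis found and tested on the same rats.

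The eIF2a-ATF4 and unfolded protein response list was higher in TGTR than in TGNT rats, with 18 of 24 genes higher and a median log2 fold change of 0.06. The paper describes DIB as reversing the translational effect of phosphorylated eIF2α within this response, whose transcripts it does not report. Members with an unadjusted p under 0.05 in the quasi-likelihood test were Dnajb9 (log2 fold change 0.282), Herpud1 (0.212), Pdia4 (0.148) and Hsp90b1 (0.125). Atf4 itself had 0.0102, and 6 genes were lower, Asns (-0.0761) and Sesn2 (-0.0829) among them. The list mixes eIF2a-ATF4 genes with others, so its rise does not show that the eIF2a-ATF4 genes rose. The adjusted p was 0.00137 by camera, 0.0203 by fry and 0.0582 with the estimated correlation, and 1 of 100 splits, the real one, gave as small a p. Without TGTR replicate 5 the adjusted p by camera was 0.000523, which argues against choroid plexus tissue in that rat as the source. With the position along the axis of 6 genes as a covariate the adjusted p by fry was 0.0115, and library totals did not differ (exact permutation p = 0.662). The direction of the list is a rise, and an effect of the treatment on part of its genes may be one explanation.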

How the results depend on the processing

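All tests named in this part except those of the other splits and the 2 added edgeR tests were chosen before the results were seen. The count of genes past the thresholds depended on the test. Between TGNT and WTNT rats it was 2, and it was 4 with the exact test, 4 with the likelihood ratio test and 0 with the unequal-variance test. The 2 tests added after seeing the data also gave 4 and 4. The number of the paper's 4 genes called was 2, and 4, 4, 0, 4 and 4 under the same tests. DESeq2, limma-trend, the other normalizations, the filters, robust estimation and the replicate block gave 2 genes. At an unadjusted p under 0.05 with the fold change threshold there were 164 genes. The fits that left out a single rat gave from 2 to 2 genes, while the count at an unadjusted p under 0.05, 554 with all rats, was 986 without WTNT replicate 3, 877 without WTNT replicate 5 and 358 without TGNT replicate 3.

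Between TGTR and TGNT rats the count was 0, with 843 genes at an unadjusted p under 0.05. It was 3 with the exact test, 5 with the likelihood ratio test, 3 with DESeq2, and 9 and 12 with the 2 tests added after seeing the data. With a replicate block it was 1, Ttr, a gene of the choroid plexus list. TGTR replicates 5 and 6 share no number with a TGNT rat, so this block takes them out of the group difference. Among replicates 1 to 4, Ttr had 39 to 127 counts in TGNT and 10 to 27 in TGTR rats. This call was thus a fall in TGTR rats, whereas over all rats Ttr was higher there (log2 fold change 6.05). Of the paper's 7 genes, 3, 4, 3, 7 and 7 were called by the exact test, the likelihood ratio test, DESeq2 and the 2 added tests. At an unadjusted p under 0.05 with the fold change threshold there were 196 genes. Leaving out single rats gave from 0 to 0 genes. The cause of the changes under the other settings was not tested. A single simulated draw per design was made with 200 changed genes. There the other edgeR tests and DESeq2 had higher shares of false calls than the quasi-likelihood test, and with few changed genes the shares may differ.

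Over the genes named by the paper and Eif2s1, 64 of 74 fits of the genotype comparison kept direction and side of the threshold, 2 were weaker and 8 stronger, and 50 of 50 that left out a rat were the same. For the treatment comparison 155 of 179 were the same and 24 stronger, and of the 120 fits that left out a rat all but 1 were the same. The exception was App, whose log2 fold change was -0.015 without TGNT replicate 1 and ran from -0.015 to 0.062.

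Of 17 gene lists, 6 passed by camera between TGNT and WTNT rats, 1 by fry and 1 with the estimated correlation. Leaving out single rats gave 4 to 6. Between TGTR and TGNT rats 7 passed by camera, 1 by fry, 0 with the estimated correlation and 4 with the replicate block, and leaving out single rats gave 6 to 9. Over all other settings, 12 of 24 fits of the passing lists were weaker in the genotype comparison, and 15 of 28 in the treatment comparison. The choroid plexus list of the treatment comparison reversed with the replicate block (adjusted p by camera 0.0802). That block takes TGTR replicate 5, the rat with the highest level of this list, out of the group difference. Over the alternatives of this list, the fits without single rats included, the adjusted p ran from 0.0023 to 0.626. Of the fits that left out a rat, 17 of 60 were weaker in the genotype comparison: the highest adjusted p was 0.226 for CA2 without WTNT replicate 1, 0.384 for choroid plexus without WTNT replicate 3, 0.0829 for immediate early genes without TGNT replicate 4 and 0.467 for oligodendrocyte and myelin without TGNT replicate 1. In the treatment comparison 4 of 70 were weaker: choroid plexus (0.164) and subiculum (0.0701) without TGTR replicate 5, and ATP-sensitive potassium channel subunits (0.112) and oligodendrocyte and myelin (0.251) without TGNT replicate 1. The replicate block is not a pairing: the rats of a replicate number correlated with r from -0.2 to 0.326 in the genotype comparison and from -0.584 to 0.139 in the treatment comparison, with 3 of 5 and 1 of 4 pairs over 0.1.

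The correlation of the genotype and treatment fold changes across genes was 0.00836, 0.0335 with filterByExpr and -0.00707 with DESeq2, and from -0.00712 to 0.0456 when single rats were left out, the highest without TGNT replicate 1 of the treatment comparison. The median of the 6 genes in TGNT vs WTNT was 0.26, and from -0.0021 to 0.63 when single rats were left out. The cause was not tested. Hist1h2aa and Npsr1 have no value under the filter of at least 10 counts in every rat, which removes them. For Egr2, Hist1h2aa and Npsr1 the depth limits the precision, with single rats at 2 to 84 counts.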

Differences from the paper's values

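The tests of this part were chosen before the results were seen, except the 2 edgeR tests said to be added. The paper reports 4 differentially expressed genes between TGNT and WTNT rats, against 2 here. The exact test and the likelihood ratio test of edgeR gave 4, with Egr2 and Hist1h2aa called, and the other alternatives set before the data were examined did not close the gap. The paper reports 7 genes between TGTR and TGNT rats, against 0 here with 843 genes at an unadjusted p under 0.05. The likelihood ratio test gave 5, which comes within a factor of 1.5, and it called LOC310926, Slc17a6, Cntn6, Npsr1 and Clec3a. Clec3a is outside the rule for named genes and was singled out after its values were seen. The exact test and DESeq2 called LOC310926, Slc17a6 and Cntn6. The likelihood ratio test with separate dispersions and the exact test with common and tagwise dispersions, both chosen after seeing the values, called all 7 of the paper's genes, and also Ttr and Clec3a, with Kl, Sostdc1 and Tmem72 added by the latter, for 9 and 12 genes.

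For App the paper's FDR is 3.12e-33 against 2.45e-07 here, and its p 1.82e-37 against 1.43e-11. None of the alternatives set before the data were examined closed either gap, though some passed beyond the paper's value: the FDR of App was 1.24e-42 with the exact test, 1.02e-42 with the likelihood ratio test and 6.83e-73 with DESeq2. For Egr2 the paper's FDR is 0.015 against 1 here, and its p 3.50e-06 against 0.000253; the exact test (FDR 0.0216) and the likelihood ratio test (FDR 0.0168) closed both. For Hist1h2aa the paper's FDR is 0.001 against 0.213, and its p 1.83e-07 against 3.72e-05; the exact test closed both (FDR 0.000935). Over the alternatives the FDR of Egr2 ran from 0.0168 to 1 and that of Hist1h2aa from 0.000258 to 1. The 2 added tests, chosen after seeing the values, gave 0.0171 and 0.0139 for Egr2 and 0.000962 and 0.00113 for Hist1h2aa.

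For LOC310926 the paper's FDR is 1.10e-05 against 0.149 here, and its p 6.40e-10 against 8.66e-06; the exact test (FDR 7.97e-06) and the likelihood ratio test (FDR 8.19e-06) closed both. For Slc17a6 the paper's FDR is 1.04e-04 against 0.4, and its p 1.46e-08 against 9.75e-05. For Cntn6 the paper's FDR is 0.015 against 0.4, and its p 3.57e-06 against 0.000153, which the fit without TGNT replicate 1 closed for the p alone. For Olfm3 the paper's FDR is 0.029 against 0.858, and its p 1.04e-05 against 0.00115. For Ndst4 the paper's FDR is 0.030 against 0.858, and its p 1.42e-05 against 0.00158. For Npsr1 the paper's FDR is 0.029 against 0.858, and its p 1.20e-05 against 0.000757. For Slc17a6, Olfm3, Ndst4 and Npsr1 none of the alternatives set before the data were examined closed either gap. The added likelihood ratio test, chosen after seeing the values, gave FDR of 0.000101 for Slc17a6, 0.015 for Cntn6, 0.0276 for Olfm3, Ndst4 and Npsr1, and 1.13e-05 for LOC310926. The added exact test, also chosen after seeing the values, gave 0.000185, 0.00786, 0.028, 0.0315, 0.0231 and 9.16e-07 for Slc17a6, Cntn6, Olfm3, Ndst4, Npsr1 and LOC310926.

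The paper's FDR and p of Ndst4 together imply rank 8 among the genes of the treatment comparison, while the paper lists 7 genes. In the genotype comparison those of Egr2 imply rank 4 of 4.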

Other observations

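Only the tests of the immediate early genes as a list, of the subiculum, the thalamus and habenula, of the histone family and of the splits for the gene counts by the quasi-likelihood test were chosen before the result was seen, and all others after it.

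In the genotype comparison 9 of 100 splits had as many genes past the thresholds by the quasi-likelihood test, and 19 of 100 by the likelihood ratio test with separate dispersions. At an unadjusted p under 0.05, 44 of 100 splits had as many genes. In the treatment comparison the last 2 of these numbers were 29 and 28 of 100. By the quasi-likelihood test the real grouping had 0 genes there, so that 100 of 100 splits had as many by construction, which tells nothing; 4 of them had any gene. As many lists passed by camera in 6 of 100 splits of the genotype comparison and 5 of 100 of the treatment comparison. The correlation of genotype and treatment fold changes was as large in 86 of 100 splits.

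The lists of the genotype comparison past camera were, with their adjusted p, homeostatic microglia (above), ventral hippocampus (Up, 0.000904, 15 of 100 splits as small), immediate early genes (Down, 0.00191, 5 of 100), oligodendrocyte and myelin (Down, 0.0184), choroid plexus (Down, 0.0289, 17 of 100) and CA2 (Down, 0.0357, 3 of 100). Only homeostatic microglia held by fry and with the estimated correlation. The others had mature neurons 0.135, CA1 0.205, ATP-sensitive potassium channel subunits 0.241, CA3 0.487, reactive astrocytes 0.589, subiculum and adjoining cortex 0.612, and 0.93 for blood, dentate gyrus, eIF2a-ATF4 and unfolded protein response, plaque-associated microglia and thalamus and habenula.

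The lists of the treatment comparison past camera were immediate early genes (Up, 2.04e-08, 1 of 100 splits as small), CA3 (Down, 0.00137, 4 of 100), the unfolded protein response (above), oligodendrocyte and myelin (Up, 0.00194, 34 of 100), choroid plexus (above), subiculum and adjoining cortex (Up, 0.0146, 3 of 100) and ATP-sensitive potassium channel subunits (Up, 0.0146, 8 of 100). The unfolded protein response held by fry, and none held with the estimated correlation. Blood had 0.0616, CA2 0.0661, CA1, mature neurons and thalamus and habenula 0.1, homeostatic microglia and reactive astrocytes 0.185, ventral hippocampus 0.532, and dentate gyrus and plaque-associated microglia 0.964.

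Lower Egr2 in TGNT rats came with lower immediate early genes as a list, of which 18 of 27 were lower (adjusted p by camera 0.00191; 0.531 by fry). It is lost without WTNT replicate 1 (0.056) or TGNT replicate 4 (0.0829). Lower expression of activity-dependent genes at the time of death may therefore be a candidate explanation. Across the 10 rats within groups, Egr2 did not follow the list (r = -0.00656, permutation p = 0.986; rho = -0.176, permutation p = 0.656; r = 0.46 without the 2 farthest rats; 2 relations, adjusted p = 0.986). In the treatment comparison r was 0.656 (permutation p = 0.0788, adjusted p = 0.158; rho = 0.212, permutation p = 0.595) and -0.273 without the 2 farthest rats. Egr2 was higher in TGTR than in TGNT rats, at 4.58 against 2.55 RPM with a log2 fold change of 0.84 (adjusted p of edgeR's quasi-likelihood test 0.957; exact permutation test, two-sided, p = 0.0429), and the list rose there by camera (2.04e-08) but not by fry (0.0738). Egr2 and the list thus moved the same way by camera in both comparisons, but the relation from rat to rat was not established in either. Between a response of Egr2 alone and one of the whole set, the cause cannot be told apart with 10 rats in each comparison.

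For higher Hist1h2aa in TGNT rats, a rise of the histone family or of the neighbourhood was looked for. Of the other 20 histone genes with a mean of at least 3 counts, 15 were higher, with a median log2 fold change of 0.108 and a highest of 0.351. Of the 20 nearest genes with counts, 17 were higher, with a median of 0.0609, and the sets share genes. These values argue against a shared rise as large as that of Hist1h2aa, but not against a slight one. The estimated count of Hist1h2aa was whole in 0 of 10 libraries. Sharing of reads with other histone genes thus cannot be told apart from a change of this gene, for want of the reads. Hist1h2aa could thus reflect a shift in how reads were divided. Its level was 6.52 RPM in TGNT and 7.68 RPM in TGTR rats of the treatment comparison.

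The 6 genes raised in TGTR rats varied together within groups of the genotype comparison (median r over 15 pairs 0.898, median rho 0.709, permutation p = 0.0001, the smallest that 10000 permutations give; 0.506 without WTNT replicates 1 and 3) and of the treatment comparison (0.652 and 0.612, permutation p = 0.0001; 0.553 without TGNT replicate 2 and TGTR replicate 2). Of the 100 genes that varied most closely with them in the genotype comparison, 94 were higher in TGTR rats, which is what a position along a shared axis predicts. But 10 of 100 splits of the treated and untreated rats were as lopsided. With the position as a covariate 69.3% of the log2 fold change was left in the median gene (57.7% to 86.5%), which leaves open whether the position is the whole cause. The subiculum and adjoining cortex list was higher in TGTR rats (0.0146; 0.0701 without TGTR replicate 5), as more of that tissue in the dissections would give, while thalamus and habenula did not pass (0.1), which neither excludes nor favours it. Library totals did not differ (exact permutation p = 0.662). Within groups of the genotype comparison, the mean of the 6 genes followed the CA3 (r = -0.935), dentate gyrus (-0.887) and CA1 (0.653) lists. Their adjusted permutation p over 17 lists were 0.0258, 0.0258 and 0.0436, but the lowest by rho was 0.0517. In the treatment comparison the lowest by r was 0.315. With the position as a covariate, CA3 and subiculum no longer passed by camera (0.564 and 0.583). A difference in what was dissected may explain part of the 6 genes, and an effect of the treatment stays open.

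LOC310926 was lower in TGTR rats. The paper gives it as RN18S, but the tables describe it as a hypothetical protein, and whether it is ribosomal RNA could not be checked. If it is, a smaller share of ribosomal RNA in these libraries would lower other ribosomal transcripts too. Of these, chosen after their values were seen, Rn45s had a log2 fold change of -0.279 and Rn28s of -0.116 (exact permutation tests of RPM, two-sided, p = 0.148 and p = 0.714), and neither fell clearly. With no treatment LOC310926 varied 3.5-fold among the 5 TGNT rats and 1.73-fold among the 5 WTNT rats of the genotype comparison, but 1.47-fold among the 4 TGNT rats of the treatment comparison, less than the 1.60-fold between its groups. Variation between libraries may contribute. These cannot be told apart from an effect of the treatment, because the share of ribosomal RNA left by poly(A) selection in each library is not known.

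The ventral hippocampus list was past camera but not fry (0.531), which keeps open whether more ventral tissue in some dissections was its source. Other differences of the rats, such as their litters, were not tested.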
